# Transcriptomic determinants of the response of ST-111 *Pseudomonas aeruginosa* AG1 to ciprofloxacin identified by a top-down systems biology approach

**DOI:** 10.1038/s41598-020-70581-2

**Published:** 2020-08-13

**Authors:** José Arturo Molina-Mora, Diana Chinchilla-Montero, Maribel Chavarría-Azofeifa, Alejandro J. Ulloa-Morales, Rebeca Campos-Sánchez, Rodrigo Mora-Rodríguez, Leming Shi, Fernando García

**Keywords:** Cellular signalling networks, Data processing, Gene regulatory networks, Network topology, Systems biology, Antimicrobials, Bacteria, Bacteriology, Bacteriophages, Microbial genetics

## Abstract

*Pseudomonas aeruginosa* is an opportunistic pathogen that thrives in diverse environments and causes a variety of human infections. *Pseudomonas aeruginosa* AG1 (PaeAG1) is a high-risk sequence type 111 (ST-111) strain isolated from a Costa Rican hospital in 2010. PaeAG1 has both blaVIM-2 and blaIMP-18 genes encoding for metallo-β-lactamases, and it is resistant to β-lactams (including carbapenems), aminoglycosides, and fluoroquinolones. Ciprofloxacin (CIP) is an antibiotic commonly used to treat *P. aeruginosa* infections, and it is known to produce DNA damage, triggering a complex molecular response. In order to evaluate the effects of a sub-inhibitory CIP concentration on PaeAG1, growth curves using increasing CIP concentrations were compared. We then measured gene expression using RNA-Seq at three time points (0, 2.5 and 5 h) after CIP exposure to identify the transcriptomic determinants of the response (i.e. hub genes, gene clusters and enriched pathways). Changes in expression were determined using differential expression analysis and network analysis using a top–down systems biology approach. A hybrid model using database-based and co-expression analysis approaches was implemented to predict gene–gene interactions. We observed a reduction of the growth curve rate as the sub-inhibitory CIP concentrations were increased. In the transcriptomic analysis, we detected that over time CIP treatment resulted in the differential expression of 518 genes, showing a complex impact at the molecular level. The transcriptomic determinants were 14 hub genes, multiple gene clusters at different levels (associated to hub genes or as co-expression modules) and 15 enriched pathways. Down-regulation of genes implicated in several metabolism pathways, virulence elements and ribosomal activity was observed. In contrast, amino acid catabolism, RpoS factor, proteases, and phenazines genes were up-regulated. Remarkably, > 80 resident-phage genes were up-regulated after CIP treatment, which was validated at phenomic level using a phage plaque assay. Thus, reduction of the growth curve rate and increasing phage induction was evidenced as the CIP concentrations were increased. In summary, transcriptomic and network analyses, as well as the growth curves and phage plaque assays provide evidence that PaeAG1 presents a complex, concentration-dependent response to sub-inhibitory CIP exposure, showing pleiotropic effects at the systems level. Manipulation of these determinants, such as phage genes, could be used to gain more insights about the regulation of responses in PaeAG1 as well as the identification of possible therapeutic targets. To our knowledge, this is the first report of the transcriptomic analysis of CIP response in a ST-111 high-risk *P. aeruginosa* strain, in particular using a top-down systems biology approach.

## Introduction

*Pseudomonas aeruginosa* is a ubiquitous Gram-negative organism which thrives in diverse environments and acts as an opportunistic pathogen^1^. The ability of this pathogen to cause a variety of human infections is facilitated by its nutritional versatility^2^, resistance to a wide spectrum of antibiotics, and virulence factors^3,4^. *Pseudomonas aeruginosa* AG1 (PaeAG1) is a multiresistant high-risk sequence type 111 (ST-111) strain (GenBank CP045739)^5^. It was isolated from a Costa Rican hospital and it was the first report of an isolate of *P. aeruginosa* carrying both blaVIM-2 and blaIMP-18 genes encoding for metallo-β-lactamases enzymes (carbapenemases), located in two independent integrons^5,6^. PaeAG1 is resistant to β-lactams (including carbapenems), aminoglycosides, and fluoroquinolones, being only sensitive to colistin. In addition to this multidrug-resistant feature, as in other *P. aeruginosa* strains, the ability to colonize nosocomial environments makes this strain a high-risk clone^7^. Owed to this antibiotic resistance profile, including resistance to carbapenems, PaeAG1 is classified as a Priority 1 (critical) organism according to the World Health Organization (WHO)^8^.

Antibiotic resistance is a major threat to public health because it compromises the administration of appropriate antibiotic therapy, and reduces the therapeutic options to treat infections, increasing patient morbidity and mortality^9,10^. This situation is aggravated by the emergence of strains resistant to multiple antibiotics^11^, limitation of the knowledge of interactions with pathogens and mechanisms of action of antimicrobial agents, and development of new antibiotics^12^. Use of antibiotics below the minimum inhibitory concentration (MIC) or sub-inhibitory concentrations also contributes to antibiotic resistance as they allow strains to continue growing and can select for pre-existing resistant organisms^13^. Since sub-inhibitory antibiotic concentrations are found in many natural environments, bacteria can naturally trigger mechanisms of tolerance^14^. However, the fundamental mechanisms of bacterial tolerance to antibiotics have not been fully elucidated^15^.

It has been shown that the perturbation induced by many antibiotics leads to stress conditions in prokaryotic cells^16^, which can induce DNA damage^17^. Stressors activate the regulation of gene expression or the activity and stability of existing proteins to induce adaptation mechanisms^16^. Organisms have evolved numerous DNA repair pathways to eliminate DNA damage and restart DNA replication^18^. Regulatory networks of transcriptional responses to DNA damage involves not only DNA repair enzymes, but also diverse proteins with roles in cell division, metabolism modulation, genetic rearrangements and exchange, mutation, and virulence factor production^19^.

Ciprofloxacin (CIP) is a fluoroquinolone antibiotic used to treat *P. aeruginosa* infections^20^. CIP is well-known to produce DNA damage by inhibiting DNA gyrase and topoisomerase IV, leading to DNA strand breaks^21^. Mutations in these genes are responsible for CIP resistance by losing drug affinity^22^. CIP has been used to study stress responses in this bacterial group^12,23^, in particular with the induction of the SOS response as a mechanism of DNA damage repair^17,24,25^. In *P. aeruginosa,* the SOS response regulon is composed of 15 genes, including *recA* and *lexA* genes^26^. Upon DNA damage, RecA recognizes the single-stranded DNA (ssDNA) forming filaments and induces the autocleavage of the repressor LexA. This response leads to the expression of genes related to DNA damage repair^27^. Other LexA-like repressors are regulated during SOS activation, including elements of phages and pyocines^19^. SOS also mediates responses to resistance element transfer, generation of mutations and evolution of resistance^26^, as well as appearance of persister cells^24^.

However, modulation of stress responses after DNA damage is not limited to SOS response. RpoS is a general stress sigma factor (σS) known as a central element in a regulatory network that governs the expression of stationary-phase-induced genes^28^ to maintain cell viability^29^. This regulator is strongly induced when cells are exposed to various stress conditions, including antibiotics, pH downshift, starvation, and hyperosmolarity^30^. RpoS regulates more than 50 genes in *Pseudomonas aeruginosa*^31^*,* including virulence factors^32^.

The SOS and RpoS regulons are complementary mechanisms in response to certain stresses and that protect bacteria from DNA damage^33^. Lon protease^11^ and AmpR^34^ can modulate both SOS and RpoS regulons. In addition, both responses can regulate key genes such as *polB*^18^, *iraD*^19^, and *dinB*^33^. The connection between RpoS and SOS responses seems to be associated with a mechanism to maximize survival and fitness of cells, and to maintain genome stability^18^. These responses can modulate virulence factors (including quorum sensing and biofilm formation), and increase homologous recombination and mutation frequencies^33,35^. However, other SOS and RpoS independent mechanisms are also known to be present in bacteria^36^, including *P. aeruginosa* after CIP treatment^12,26^ with variable results depending on strains and showing a mosaic response^12^*.*

Although the full mechanisms of all these molecular responses are not well understood, it is known that cells respond to stress conditions by complex regulatory systems that control gene expression^37^. Since a key objective in biological research is to describe molecular interactions^38^, the use of networks analysis is a common approach to describe complex biological systems and to mathematically model gene–gene interactions (GGI) with graphical representations (genes as nodes and interactions as edges)^39^. Molecules are thereby studied not only at a single level, but emergent properties are identified to describe and understand the complexity of the gene networking response and the emergent properties towards the stress condition. Functional status of genes by a top-down systems biology perspective, starting from “whole”-omics data to identify specific determinants or elements of biological importance, can be evaluated by construction of large scale networks^40^. For this purpose, data analysis from high-throughput technologies such as microarrays and RNA sequencing (RNA-Seq) can be used to describe molecular interactions at transcriptomic level^38,41^. Thus, to understand or to infer mechanisms associated with the transcriptional response, it is possible to build gene regulatory networks either using databases or based on co-expression data^39,42,43^. These networks allow to gain insight into response to stress conditions^44^, leading to the identification of gene clusters or even hub genes as candidate biomarkers or modulators with potential to become key therapeutic targets^43,45^.

In *P. aeruginosa*, rapid adaptation to stress conditions is partially explained by the modulation of the global gene expression, which represents around 8% of all coding genes^3^. This regulation induces pleiotropic effects on its genomic regulatory network^46^, as previously shown using systems biology^47^, and the transcriptomic profiling of the response to CIP^12,26,48^.

In this work we first evaluated PaeAG1 growth at sub-inhibitory CIP concentrations, showing growth reduction as CIP was increased. We hypothesized that after exposing PaeAG1 to ciprofloxacin, even at sub-inhibitory concentrations, transcriptomic determinants will be triggered, including bacterial growth modulators. Thus, the aim was to identify transcriptomic determinants associated with the response to CIP in PaeAG1 using RNA-Seq profiling and network analysis by a top-down systems biology approach. Results showed that PaeAG1 generates a complex response to CIP exposure, evidencing pleiotropic effects involving the regulation of multiple hub genes, gene clusters and enriched pathways (transcriptomic determinants), many of them related to growth. As evidenced at the transcriptomic and the phenomic levels, phage induction was a particular trait modulated by CIP in a concentration-dependent manner with a correlation with bacterial growth reduction.

## Methods

The general pipeline followed in this study to identify the transcriptomic determinants associated with the response to CIP in PaeAG1 is shown in Fig. 1.

**Figure 1:**
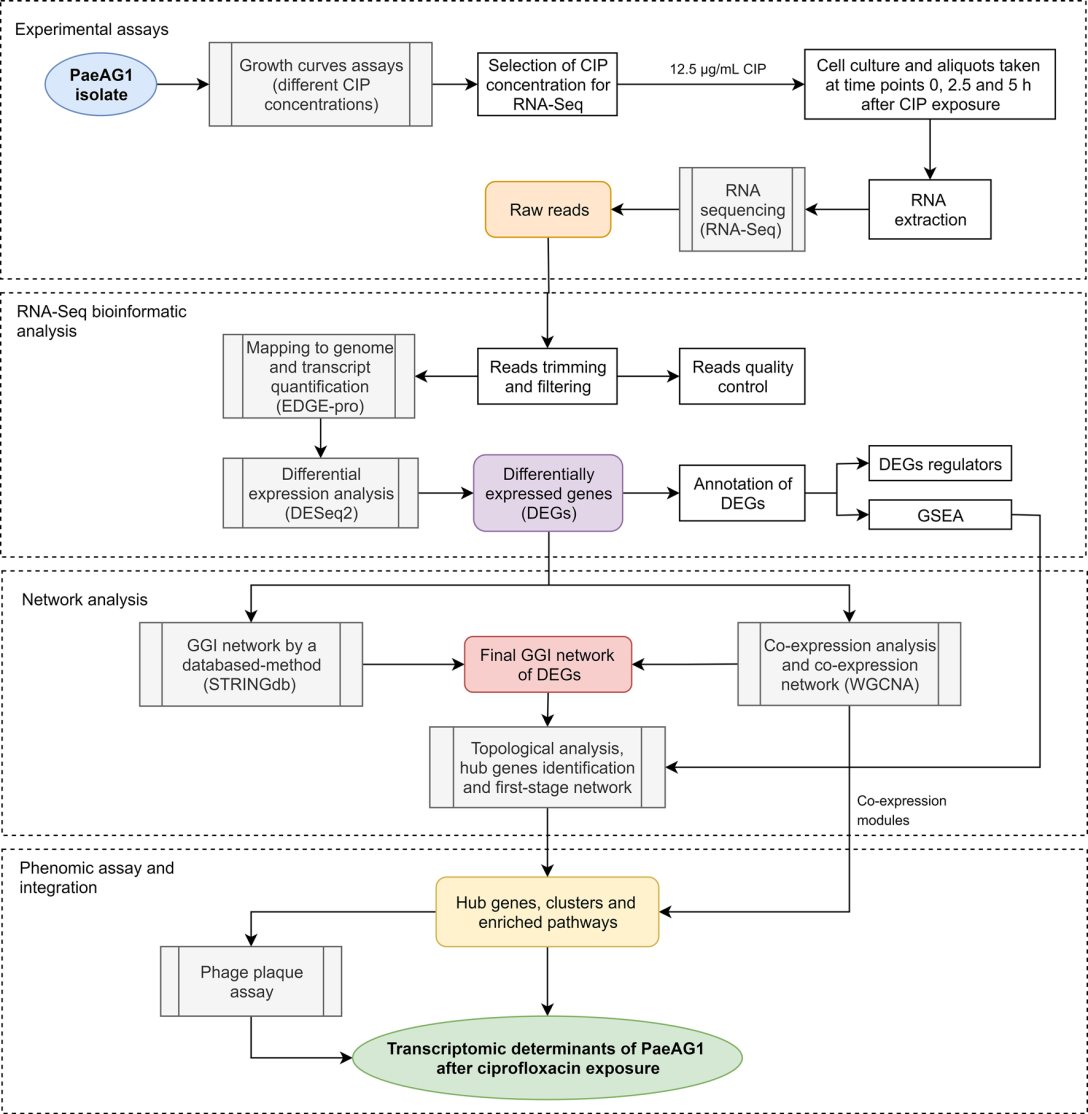
General pipeline to identify the transcriptomic determinants of the response of *P. aeruginosa* AG1 to ciprofloxacin (CIP). After growth curves assessment, a specific CIP concentration was used to sequence RNA (RNA-Seq) at 0, 2.5 and 5 h after exposure. DEGs were identified and used to build GGI networks. Transcriptomic determinants were identified by network analysis. Findings were verified at phenomic level using a phage plaque assay.

### Bacterial isolate

The PaeAG1 strain is a Costa Rican multiresistant isolate from a sputum sample of a patient with pneumonia at the Intensive Care Unit of the San Juan de Dios Hospital (San José, Costa Rica)^6^. PaeAG1 exhibits resistance to β-lactams (including carbapenems, MIC_Meropenem_ 32 µg/mL and MIC_Imipenem_ > 32 µg/mL), aminoglycosides (MIC_Gentamycin_ 128 µg/mL and MIC_Tobramycin_ > 192 µg/mL) and fluoroquinolones (MIC_Ciprofloxacin_ 32 µg/mL), and it is only sensitive to colistin (MIC_Colistin_ 2 µg/mL). We recently assembled and annotated the PaeAG1 genome^5^, and genome sequence and annotation are available in Genbank under accession CP045739 (Bioproject PRJNA587210).

### Growth curves assay

Three independent cultures of PaeAG1 cells were grown to exponential-phase overnight in Lysogenic Broth (LB) at 37 °C with shaking (pre-culture to reach mid-log phase). Then, five aliquots were added to 50 mL of fresh LB broth to an initial optical density measured at 600 nm (OD_600nm_) of 0.01. Each sample was treated with a specific CIP concentration of 0.0 (control), 5.0, 12.5, 25.0 or 50.0 µg/mL (final concentrations). Growth of cultures was monitored by OD_600nm_ at times 0, 2, 4, 6, 8, 12 and 16 h. Comparison of different CIP concentrations was done by assessing growth curve kinetics, including lag and exponential phases. As a complementary assay, evaluation of two other antibiotics was done in exactly the same growth conditions, but antibiotic concentrations depended on the MIC: imipenem (carbapenem) and tobramycin (aminoglycoside). See results and supplementary Figure S1 for details.

The growth curves were statistically compared to the control growth curve using a two-way ANOVA with Bonferroni post-tests (significance level of 95%), similar to^49^, using the time and concentrations as factors. We also ran a unpaired t-test (95% significance) comparing area under curve (AUC) of each growth curve against the control, similar to^50^. Analyses were done using Prism (GraphPad Software, Inc., La Jolla, CA). To perform the transcriptomic assay, we used the results from growth curves to select a specific sub-inhibitory CIP concentration at which there were no major changes in the growth rate after treatment.

### RNA isolation and RNA sequencing

In order to evaluate the molecular response of PaeAG1 to a sub-inhibitory CIP concentration, a transcriptomic assay was designed using RNA-Seq technology, as described below.

#### Growth conditions

PaeAG1 cells were grown under the same conditions as detailed before but treatment was done using a single CIP concentration of 12.5 µg/mL (see “Results” for details of concentration selection). Immediately after adding treatment, an aliquot was taken as control (time 0 h), and cells were kept growing for 2.5 and 5 h (times were selected according to preliminary results of phage induction, see “Methods” for Phage plaque assays). This was done with three independent cultures for a total of nine aliquots, three replicates per time.

#### RNA isolation

Aliquots from the cultures were preserved in two volumes of RNA protect reagent (QIAGEN) and cells were stored at 4 °C until RNA extraction. At the end of the sample collection period, total RNA was extracted using the RNeasy Mini kit (QIAGEN, UK) following the manufacturer’s instructions. RiboZero Gold (Epicentre) was used to deplete bacterial rRNA from total RNA samples according to manufacturer’s instructions. The quality and quantity of extracted RNA was determined using a Nanodrop (Nanodrop 2000, Thermo Scientific, UK). The RNA integrity was analyzed using Agilent 2,100 Bioanalyzer (Agilent Technologies, USA) to obtain the RNA integrity number (RIN) for all samples.

#### RNA sequencing

For RNA sequencing, TruSeq Stranded Total RNA library preparation kit (Illumina, USA) was used to generate cDNA (amplification with 13 PCR cycles) and libraries for 2 × 51 bp paired-end reads. Libraries were prepared and sequenced at the Genome Technology Center, New York University (New York, USA) on the Illumina HiSeq 2,500 platform. Sequencing generated more than 120 Gb of sequences (> 300 millions of reads in total) for all samples.

### RNA-Seq data analysis

With the aim of quantifying transcripts and identifying DEGs in PaeAG1 after CIP treatment, RNA-Seq data was analyzed including a quality control step, reads mapping to genome for transcript quantification and differential expression analysis.

#### Quality control (QC)

QC was done before and after trimming/filtering. Reads were trimmed using Trimmomatic v0.38^51^ to discard sequences with per base phred sequence quality score < 30 and 35 minimum length. Reads were filtered using BBDuk (https://jgi.doe.gov/data-and-tools/bb-tools/) to remove adapters and reads mapping to rRNA. Sequence files were evaluated using FastQC v0.11.7^52^ to obtain general quality control metrics. To evaluate the origin of reads sequences, FastQ-Screen^53^ was used to quantify the proportion of reads that mapped to reference genomes (human, mouse, and adapters contaminants, included by default) and prokaryotic sequences specifically added for this work (PaeAG1 and *E. coli* genomes, and rRNA 16S and 23S databases). Reports were merged using MultiQC^54^ to summarize all individual results. After selection, sequences for each of the nine samples had an average output of approximately 60 million reads.

#### Reads mapping and transcript quantification

We used EDGE-pro v1.3.1 software to: map RNA-Seq reads to the PaeAG1 genome (Genbank CP045739), filter out multialigned reads, and estimate expression levels of each gene by counts^55^. This program was run with the default parameters, using Bowtie2^56^ as read alignment algorithm. The script “edgeToDeseq.perl”, provided with the software, was used to convert raw counts (EDGE-pro output) to a count-table format for further differential expression analysis. Quality control of alignments per sample was done using: Qualimap RNA-Seq tool^57^ to assess mapping quality, and RSeQC package^58^ to estimate transcripts coverage uniformity (gene body coverage) and transcript integrity number (TIN). Required formats of genome annotation files for these analyses are available in https://github.com/josemolina6/PaeAG1_genome.

#### Differential expression analysis

We used raw counts of transcripts to estimate differential expression. For this purpose, DESeq2 package v1.26.0^59^ in R program v3.5.1^60^ was used based on the negative binomial generalized linear models, using default settings. DESeq2 based normalization, absolute expression comparisons by the regularized log transformation (rlog), Principal Component Analysis (PCA), counts dispersion plots and clustering analysis were run in the same program. Triplicates of each time after PaeAG1 exposure to CIP were considered as a factor level. Differential expression analysis was done comparing 2.5 h or 5 h data against the initial time point at 0 h. Hypothesis testing to select differentially expressed genes (DEGs) was done using Benjamini–Hochberg adjustment (to control false discovery rate, FDR) and log_2_[FoldChange] (logFC) of transformed and normalized mean counts. Genes were considered up-regulated if logFC > 1 or down-regulated if logFC < -1, considering an adjusted *p*-value < 0.05 for both cases. Gene list comparisons by Venn diagrams were performed using the Draw Venn Diagram Tool (https://bioinformatics.psb.ugent.be/webtools/Venn/).

### Annotation of differentially expressed genes

DEGs annotation was retrieved from our previous work^5^ for the assembly and annotation of PaeAG1 genome (Genbank CP045739). Particular features per gene (including molecular function, product, gene size and domains, and sub cellular location of proteins) were explored in more detail from *Pseudomonas* Genome Database (https://www.pseudomonas.com/)^61^. In addition, general regulators of the DEGs were investigated using PseudomonasNet tool (https://www.inetbio.org/pseudomonasnet/Network_regulon_form.php) with a *p*-value < 0.05 in a context-centric analysis. Using the same platform, it was possible to identify the DEGs and their regulators that corresponded to transcription factors genes.

### Analysis of DNA–protein interactions

For selected genes, protein-DNA binding sites were investigated. The CollectTF database (https://www.collectf.org/) was primarily used to search for consensus DNA binding sequences of the protein of interest and to identify modulated genes. If no information was available, promoter consensus sequences were searched from particular studies and the identification of binding sites was done using the motif-based sequence analysis tool (MEME, using Find Individual Motif Occurrences FIMO, https://meme-suite.org/tools/fimo).

In order to identify DEGs as molecular determinants (hub genes, gene clusters and key pathways) of the response to CIP in PaeAG1, a large scale gene–gene interaction (GGI) network of DEGs was built using a top-down systems biology approach. Connections between genes were predicted using two independent methods, one using a database-based model and another from co-expression analysis, detailed as follows.

### Database-based method for gene–gene interactions prediction and network construction

With the aim of obtaining a high confidence GGI between DEGs using a database-based method, the Search Tool for the Retrieval of Interacting Genes database (STRINGdb)^62^ was used to construct a large scale GGI network for the DEGs using default parameters. All DEGs at any of the two times were used to build the main network. The resulting graph was exported and then visualized and topologically analyzed using Cytoscape software^63^.

### Co-expression analysis and co-expression network construction

To incorporate more interactions between DEGs, a data-driven systems biology approach was implemented using co-expression analysis with all the normalized counts of DEGs, as in recent studies^45,64–66^.

#### Modules identification using co-expression analysis

Weighted gene co-expression network analysis (WGCNA) package^43^ was run in R software. Briefly, a matrix of Pearson correlation between all pairs of genes was calculated. The adjacency matrix was then constructed using a power of *β* = 9 as a saturation level for a soft threshold of the correlation matrix based on the criterion of scale-free topology. The topological overlap matrix was calculated. Hierarchical clustering was used to generate a dendrogram to group highly co-expressed genes, creating gene clusters called modules (arbitrarily represented by colors) using the default dynamic tree cut algorithm. Default colors given to modules were kept.

#### Association of co-expression modules and traits

A t-test evaluated the association between the modules (using module eigengene ME, the first principal component gene of module expression matrix) and traits of PaeAG1 according to the experimental design. For this, the times (the experiment factors 0, 2.5 and 5 h) and data of phage induction at 2.5 and 5 h after 12.5 µg/mL CIP exposure were incorporated as traits (see “Phage plaque assay” section in “Methods”).

#### Co-expression network

To visualize the whole network including the modules by colors, the WGCNA “exportNetworkToCytoscape” function was run, using a correlation threshold of 0.985 and weight = false to build an un-weighted graph of highly connected genes with very strict correlation. The data-driven graph was visualized using Cytoscape.

### Integrated DEGs network construction

The final GGI network of DEGs was constructed joining the files of the well-known interactions predicted by STRING database and the strict data-driven interactions obtained from co-expression analysis (un-weighted graph). The definitive graph was visualized using Cytoscape software. Topological metrics of the graph were obtained using the defaults apps available in Cytoscape.

### Enrichment analysis

For the gene set enrichment analysis (GSEA), STRINGdb was used to identify significantly enriched pathways according to KEGG database, using a cutoff of FDR < 0.05. This analysis was run for complete gene lists of DEGs at 2.5 h, DEGs at 5 h, and genes of each co-expression module. Results of enrichment were incorporated into the DEGs network using the Cytoscape app Omics Visualizer (https://apps.cytoscape.org/apps/omicsvisualizer).

### Hub genes identification

In order to identify central or hub genes in the DEGs network of PaeAG1 after exposure to CIP, cytoHubba app^67^ was run in Cytoscape. To address this, bottleneck and betweenness methods were implemented with default parameters. The top 10 nodes (genes) were selected for each method using calculated metrics. All selected genes in any of the methods were labeled as hub genes. In addition, cytoHubba was also used to build two subnetworks using the hub genes, one with the selected elements only, and another including the first-stage nodes (in direct connection with hub genes) to identify gene clusters. KEGG annotation information was kept from the DEGs network.

Expression profiles of hub genes were compared to expression levels obtained in other representative studies, including the following stressors: Cu (copper)^68^, CIP (ciprofloxacin)^26^, COL (colistin)^69^, AZM (Azithromycin)^70^ and H_2_O_2_ (hydrogen peroxide)^71^. Comparison was done using the general information of expression levels (down, up or variable regulation).

### Phage plaques assay (validation assay at the phenomic level)

To validate the transcriptomic results which showed an up-regulation of phage genes in PaeAG1 after exposure to CIP, we implemented a phage plaques assay and performed this assay in triplicate. To assess the CIP effect on phage induction, different CIP concentrations were evaluated. Evaluation was also done for imipenem and tobramycin as supplementary assays. Growth conditions were the same as described in the “Growth curve assays”, until the addition of different antibiotic concentrations. At this point, cultures were kept growing for five hours and phages were isolated and quantified for each sample. During standardization, it was determined that five hours after CIP exposure was the minimum time for clear detection of phage plaques (see supplementary Figure S1-B for details). Phage plaque counts at 2.5 h and 5 h for 12.5 µg/mL CIP were used to associate the phage induction with co-expression modules (detailed in “Co-expression analysis” section).

#### Phages isolation

Protocols of ^72^ and ^73^ were adapted. Briefly, the culture was centrifuged for 20 min at 4,000 rpm, 40 mL of the supernatant was taken and 1 mL of chloroform was added to residual bacterial cells. After overnight incubation, cell debris was removed by centrifugation for 20 min at 3,000 rpm. The supernatant was filtered through a 0.45 μm filter to select phages. A volume of 30 mL of the filtered supernatant was mixed with 7.5 mL of polyethylene glycol (20%) and NaCl (2.5 M) to precipitate the phages. After overnight incubation, the sample was centrifuged for 30 min at 4,000 rpm, the supernatant was discarded and the pellet was resuspended in 250 µL of phage buffer (10 mM MgSO_4_, 10 mM Tris–HCl and 150 mM NaCl).

#### Phages quantification

Phages were quantified by means of Plaque Forming Units (PFU) using *P. aeruginosa* PAO1 as host cells. The numbers of PFU was determined using the double-agar-layer method^74^. Briefly, medium was composed of two agar layers, a first layer 1.5% and another to 0.5% agar concentration. *P. aeruginosa* PAO1 and phages were added on the second layer and phage plaques were visualized after incubation for 24 h at 25 °C.

An exponential regression between the CIP concentrations and the PFU was run to associate the effect of CIP exposure on the phage induction.

### Ethical considerations

No animals or human participants were included in this study. Both the scientific committee of the Centro de Investigación en Enfermedades Tropicales (CIET) and Vicerrectoría de Investigación of Universidad de Costa Rica approved the study and the access to the PaeAG1 strain from the CIET collection of bacterial specimens.

## Results

### Concentration-dependent effect of CIP compromises the growth rate of PaeAG1

To evaluate the effects of CIP in the growth rate of PaeAG1, increasing concentrations of the antibiotic were added to exponential-phase PaeAG1, and growth was monitored over time for 16 h. As shown in Fig. 2, OD_600nm_ values were highly consistent between replicates (error bars represent standard deviation). All CIP curves showed a statistical significant difference on OD_600nm_ compared to control (p < 0.05 for both AUC and two-way ANOVA). Lag phase for the control and two lower CIP concentrations (5 and 12.5 µg/mL) lasted approximately 4 h, while the higher CIP concentration of 25.0 µg/mL showed a lag phase of 8 h.

**Figure 2:**
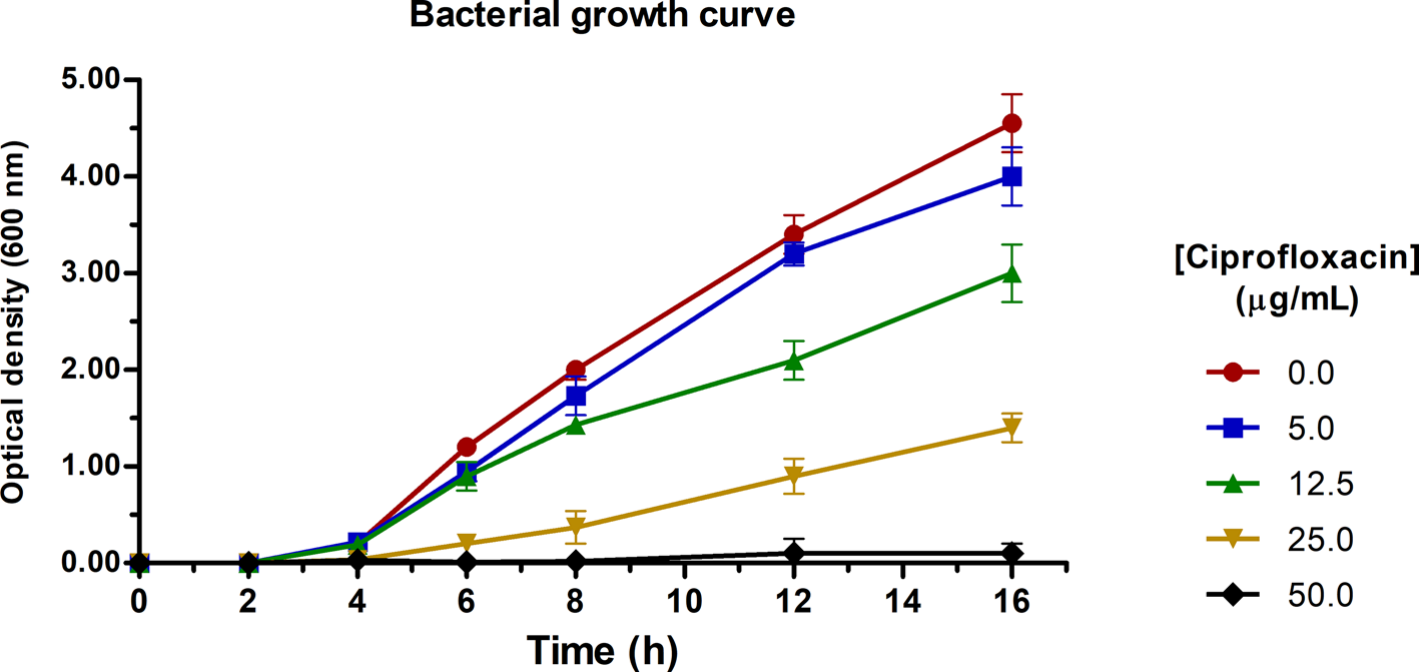
In vitro effects of ciprofloxacin on growth curve of PaeAG1. A growth rate reduction was observed as the CIP concentration was incremented. Area under curve (AUC) was compared using t-test (p < 0.05), showing a statistical difference between all curves when compared to control (0.0 mg/mL). In a similar manner, two-way ANOVA found differences in the OD_600nm_ and time for each case.

Kinetics at the exponential phase showed more variable results. There was a decrease in cell growth for 12.5 µg/mL CIP from 12 h onwards in comparison to 0 or 5.0 µg/mL, and more evident at same time for 25 µg/mL. For the case of 50.0 µg/mL (higher than MIC), the growth was drastically impaired and no exponential growth was observed. These results indicate that higher CIP concentrations have a stronger effect on the growth rate, even for sub-inhibitory concentrations (MIC_Ciprofloxacin_ 32 µg/mL). Evaluation of the growth effects of other two antibiotics (imipenem and tobramycin) was also performed (supplementary Figure S1C–E, left). Unlike CIP, both cases showed no changes in the growth curves with different sub-inhibitory concentrations.

Due to the significant changes in growth curves with CIP (with respect to control) and considering a condition with enough cell mass for RNA-Seq analysis, 12.5 µg/mL CIP was used to evaluate the transcriptomic response of PaeAG1 to a sub-inhibitory concentration of the antibiotic.

### RNA-Seq analysis identifies 518 DEGs in PaeAG1 over time after exposure to CIP

A transcriptomic analysis was conducted to evaluate the molecular response to sub-inhibitory CIP concentration in PaeAG1. To this end, samples were taken at 0 (control), 2.5 and 5 h after CIP treatment. 

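The deposited data hold 9 RNA-Seq libraries of PaeAG1, 3 replicates for each of the times 0, 2.5 and 5 h, all from cultures with 12.5 µg/mL of CIP, a fluoroquinolone that inhibits DNA gyrase and topoisomerase IV. The 0 h aliquots were taken immediately after CIP was added. No culture without CIP was sequenced at 2.5 or 5 h, so exposure to CIP and the age of the culture are confounded in every comparison with 0 h. The authors trimmed the reads with Trimmomatic, filtered rRNA reads with BBDuk, mapped the rest with EDGE-pro and Bowtie2 without multialigned reads, and joined the output per gene. The deposited values are whole numbers that sum to 160572, 82740 and 74631 in the 0 h libraries, 85950, 74236 and 98089 at 2.5 h, and 49407, 92816 and 94089 at 5 h. They behave as rounded, length-normalized levels and not as numbers of reads. Over 901 pairs of neighbouring genes, the log2 ratio of the values changed with the log2 ratio of the coding lengths by a slope of -0.314 (SE 0.0663), where numbers of reads would give 1. The number of reads per gene is therefore not known from these values. The second deposited table holds the same values divided by a size factor per library, from 0.590 to 1.95, and these are the normalized values given here. limma was run on log2 of the normalized value plus 1, with the 3 times as groups, over the 5677 genes whose values sum to more than 1. Genes with an adjusted p under 0.05 and a logFC beyond 1 in either direction were taken as up- or down-regulated, which are the paper's thresholds. The logFC is the difference between the mean log2 values of 2 times, and values are given as mean ± SD of 3 libraries.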

To ensure exponential growth at these times, the growth curve was monitored using OD_600nm_ measurements (successfully reproduced as Fig. 2), in addition to counting of Colony Forming Units (CFU), as shown in supplementary Figure S1A. After RNA was extracted, RNA integrity RIN > 9 was obtained for all samples and paired-end RNA sequencing was performed. For all samples, quality control of raw sequence data showed good results in terms of mean quality (> 30), no adapters, and no reads mapping to rRNA after filtering. Read mapping quality control showed that 98.6% were mapped to the PaeAG1 genome, with expected uniform coverage for gene body, and TIN > 90 for all samples. 

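The outer membrane lipoprotein gene oprI had the highest deposited value of any gene in all 6 libraries of 0 and 2.5 h, from 3208 to 8313. At 5 h, himA, a subunit of integration host factor, was highest in replicate 1 at 2129. The JBD44 phage gene PaeAG1_03620 was highest in replicates 2 and 3 of that time, at 4902 and 4590. The 10 highest genes held between 15.6% and 22.4% of the sum of a library. Between 792 and 2003 genes of a library had a value of at least 10, and between 14.2% and 31.7% of the 6709 genes were listed at 0. Over the 9 libraries, 1237 genes had a mean normalized value of at least 10, and the median over the genes tested was 2.73. Rounding to whole numbers limits the precision for most genes, since 1 unit is a normalized step of 0.514 in 0 h replicate 1 and of 1.70 in 5 h replicate 1.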

Details of assessment of transcriptomic data (counts per gene) is shown in supplementary Figure S2.

Identification of DEGs was conducted by comparing times 2.5 or 5 h against the initial 0 h time after CIP exposure (Fig. 3A,B). As shown in Table 1, 355 DEGs were identified at time 2.5 h, with 204 (57.5%) up-regulated and 151 (42.5%) down-regulated. 

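At 2.5 h, 359 genes were up-regulated and 317 were down-regulated, 676 of the 5677 genes tested with limma. gcdH (PaeAG1_00523), the glutaryl-CoA dehydrogenase of lysine and tryptophan degradation, rose from 3.01 ± 0.577 to 53.1 ± 8.33 (n = 3 each, logFC 3.75, SE 0.202, adjusted p = 1.9e-09). dhcA and dhcB, the subunits of dehydrocarnitine CoA transferase, had logFC of 3.21 and 3.20, and the starvation-inducible gene gsiB (PaeAG1_03366) had 3.21. Of 13 chaperones and proteases of the heat shock response, 9 rose with none lower (9 when adjusted over the list alone), with a median logFC over the list of 1.30. Among them, the small heat-shock protein gene ibpA had a logFC of 3.04, htpG 2.14, clpB 2.01 and dnaK 1.60. The competitive set test camera with a preset correlation of 0.01 between genes gave this list an adjusted p of 1.6e-08 (adjusted p = 0.16 with an estimated correlation). The largest fall was that of glcD (PaeAG1_06459), a subunit of glycolate oxidase, from 52.3 ± 9.31 to 2.10 ± 0.255 (logFC -4.09, SE 0.167, adjusted p = 3.6e-11). capB, a major cold shock protein gene, fell from 762 ± 352 to 123 ± 26.5, and the betaine aldehyde dehydrogenase gene betB fell by 2.72 on the log2 scale. With values left unscaled, the median logFC of all genes went from 0.00 to -0.19 and 43 genes rose and 75 fell, with 1 chaperone gene among them at a list median of 1.02, while scaling to library totals gave 304 and 382. Among genes with a mean of at least 10 these counts were 175 and 141, and with a pseudocount of 5 they were 153 and 123.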

At 5 h, 248 (56.6%) genes were up-regulated, meanwhile 190 (43.4%) were found to be down-regulated, for a total of 438 DEGs.

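At 5 h, 420 genes were up-regulated and 333 down-regulated against 0 h in the same limma fit. gcdH was at 65.7 ± 10.9 (logFC 4.05, SE 0.202, adjusted p = 2.6e-10) and ibpA at 93.8 ± 19.0 (logFC 3.65, SE 0.265). PaeAG1_01866, PaeAG1_01867 and PaeAG1_01870, annotated as a PhzA/B-like protein, a cytochrome P450 and a monooxygenase, lie within bases 1992350 to 1997428 and had logFC of 3.21, 3.09 and 3.59. betB fell from 52.4 ± 4.84 to 1.82 ± 0.108 (logFC -4.24, SE 0.183, adjusted p = 4.7e-11), and betI, the repressor gene beside it, had a logFC of -3.38. glcD was listed at 0 in all 3 libraries. Of 11 genes of glyoxylate, propionate and betaine catabolism, 3 rose (prpC, prpD and aceA, of the methylcitrate cycle and the glyoxylate shunt) and 5 fell (betA, betB, betI, glcD and glcF, of betaine and glycolate use), the same numbers when adjusted over the list alone. This list's median of 0.12 and its mean of -1.21 differ in sign, and camera's call was down with an adjusted p of 0.035 (adjusted p = 0.16 with an estimated correlation). At 2.5 h, 2 of these genes rose and 5 fell, with a median of -0.22 and adjusted p = 0.029 (0.16 as adjusted p with an estimated correlation). Without scaling, the median of all genes went from 0.05 to -0.30, the list's median at 5 h became -0.29, and 71 genes rose and 186 fell. The counts were 198 and 161 among genes with a mean of at least 10, and 188 and 139 with a pseudocount of 5.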

**Figure 3:**
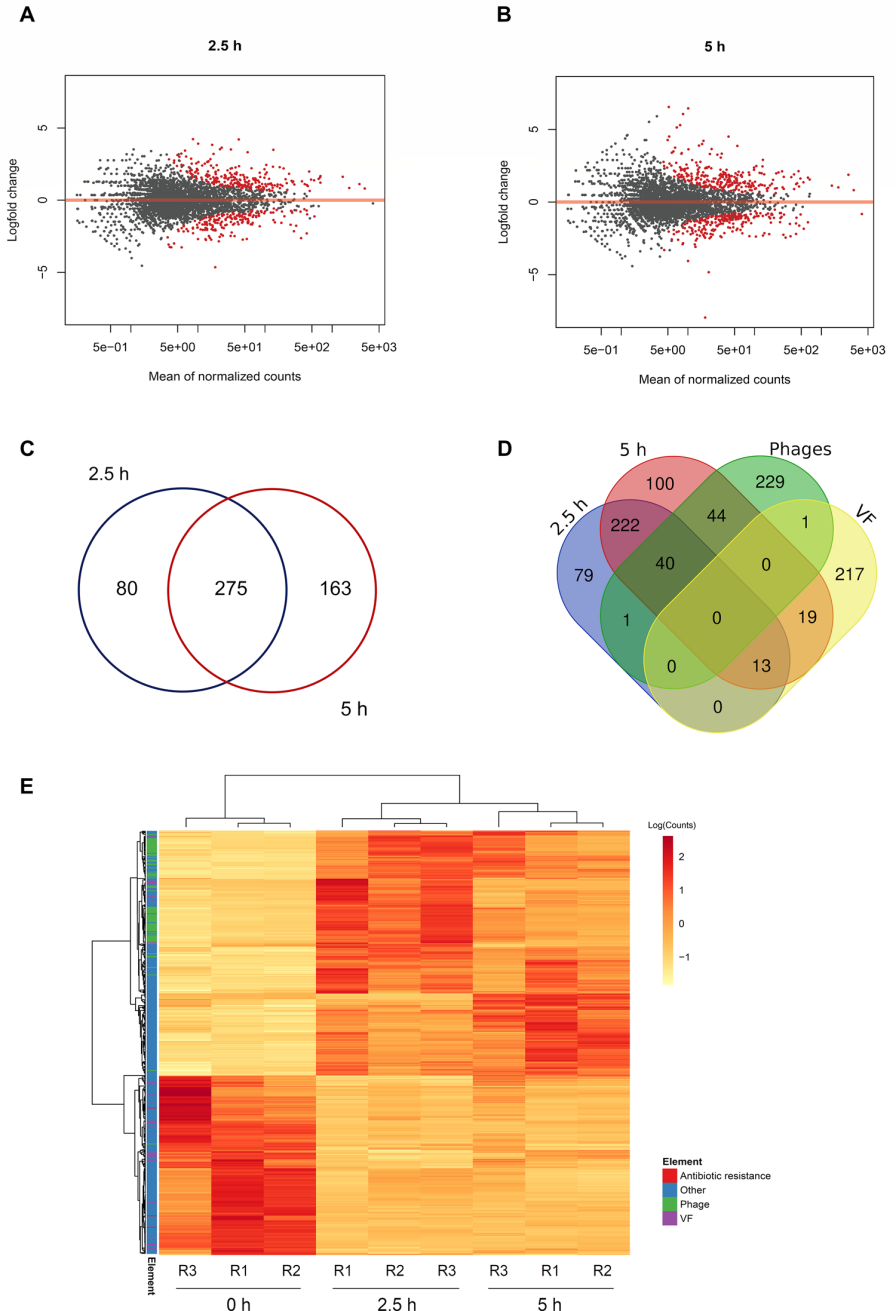
Differential expression analysis in PaeAG1 exposed to ciprofloxacin compared to initial time 0 h. Selection of DEGs according to adjusted *p*-value (p < 0.05) and logFC (logFC < − 1 or logFC > 1) at 2.5 h (**A**) or 5 h (**B**) post-exposure to antibiotic. (**C**) Venn diagram showing the comparison of DEGs in the two evaluated times, with 275 shared genes (intersection) and total 518 genes at any time (union) with respect to time 0 h (control). More details in Table 1. (**D**) Venn diagram showing the comparison of DEGs and phage genes or virulence factors (more details in Table 2). (**E**) Heatmap of normalized counts and gene clustering of the total 518 DEGs at the three evaluated time points.

**Table 1:** Comparison of DEGs of PaeAG1 at 2.5 and 5 h after treatment with Ciprofloxacin, including counts of down or up regulated genes, shared genes (intersection) and total genes at both times (union).

DEGs	Sets			
	2.5 h	5 h	2.5 h ∩ 5 h	2.5 h ∪ 5 h
Up regulated genes	204	248	153	299
Down regulated genes	151	190	118	223
Total DEGs	355	438	275	**518**

A total of 518 DEGs were found at any time points (union ∪), as shown in Fig. 3C and Table 1. These represent around 7% of the genes of PaeAG1. In addition, as presented in Fig. 3D, a total of 85 DEGs (at any time) belong to phages (27.6% of the 308 phage genes identified in the PaeAG1 genome), most of them up-regulated as shown in Table 2, Fig. 4 and supplementary Figure S3. 

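Of the DEGs, 253 were up-regulated and 224 down-regulated at both times, and 946 genes, 14.1% of the genes in the tables, passed at 1 or both times. A run of 6 genes between PaeAG1_03446 and PaeAG1_03452 rose at 2.5 h and then fell below its 0 h level, and no gene did the opposite. PaeAG1_03446 went from 81.2 ± 17.1 to 397 ± 79.7 and then 17.5 ± 3.63 (n = 3 each), and PaeAG1_03452, annotated as an allophanate hydrolase, from 46.9 ± 22.2 to 258 ± 42.3 and 8.84 ± 1.82. When 5 h was compared with 2.5 h directly, 61 genes were higher at 5 h and 27 lower in limma. Of the 193 genes that were DEGs at 2.5 h alone 6 differed between the times in that test, and of the 270 at 5 h alone 38 did. By direction, 106 genes were up-regulated at 2.5 h and not at 5 h, of which 11 differed, the run of 6 among them. Of the 93 down-regulated at 2.5 h and not at 5 h, 1 differed. Of the 167 up-regulated at 5 h and not at 2.5 h, 31 differed. Of the 109 down-regulated at 5 h and not at 2.5 h, 13 differed, again with the run of 6 among them. Both comparisons share the 0 h libraries. Across genes, which are not independent replicates, their logFC had a correlation of 0.848 and a covariance of 0.412. Unchanged groups that shared a control, with the control libraries also simulated, gave 0.501 and 0.0272 and no shared DEG. Noise was drawn independently for each gene there, so a deviation of many genes together in the real 0 h libraries could not appear. Independent lists of these sizes would share 26.6 up-regulated and 18.6 down-regulated genes, and since 3 control libraries cannot be halved, part of the excess can come from sharing them. Without scaling, 29 and 72 genes were up- and down-regulated at both times and 2 and 8 differed between 5 and 2.5 h. With a pseudocount of 5 these were 96, 94, 16 and 17.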

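The JBD44 block, from the sensor kinase gene ercS' (PaeAG1_03588) to PaeAG1_03672 at bases 3895623 to 3958166 of the PaeAG1 chromosome, had 34 of its 82 measured genes up-regulated at 2.5 h and 66 at 5 h. None was down-regulated, and the counts were 34 and 66 when adjusted over the list alone. Its median logFC was 0.92 at 2.5 h and 1.30 at 5 h. PaeAG1_03646, of unknown function, had the largest rise, from 31.3 ± 6.24 to 115 ± 9.99 and 171 ± 37.6 (n = 3 each, logFC 2.41, SE 0.225, adjusted p = 5.0e-07 at 5 h). ercS' at one end had logFC of 1.21 and 2.32, and PaeAG1_03672 at the other end 0.66 and 1.11, of which the first did not pass. In the direct comparison of 5 h with 2.5 h, 7 genes of the block were higher at 5 h and the median difference was 0.46. Of the 7, 4 lie among the 71 genes from PaeAG1_03600 to PaeAG1_03672 and 3 among the 11 measured before those. Of the latter, PaeAG1_03590 and PaeAG1_03592 had means under 2 at every time. Against 0 h, camera gave the block adjusted p of 3.2e-18 and 2.0e-33 at 2.5 and 5 h (adjusted p = 0.16 and 0.074 with an estimated correlation). Of the 9 and 10 genes measured next to the block on either side, 1 was up-regulated at 2.5 h and none at 5 h, with medians of 0.64 and 0.28 at 5 h, although 7 of the first 9 had means under 2 at every time. The block runs between the outermost DEGs that the paper reports, so its direction is not independent evidence, and of its 17 genes that the paper does not report 0 were up-regulated at 2.5 h and 3 at 5 h. The annotation names no phage product among the block's genes from PaeAG1_03588 to PaeAG1_03599, which include a porin gene and a coenzyme PQQ synthesis gene. Of those 11 genes 1 was up-regulated at each time, with medians of 0.12 and 0.82. The 71 genes from PaeAG1_03600 to PaeAG1_03672 had 33 and 65 up-regulated, with medians of 0.96 and 1.38. A site-specific integrase gene, PaeAG1_03675, lies among the genes counted as beside the block. The 75th percentile of the increase in value over the genes from PaeAG1_03600 to PaeAG1_03672 was 2.81 times the 25th. The counts of 34 and 66 became 1 and 2 without scaling, with medians of 0.61 and 0.87, and without 0 h replicate 3 the first was 15, without ercS' among them.

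**Figure D1:**
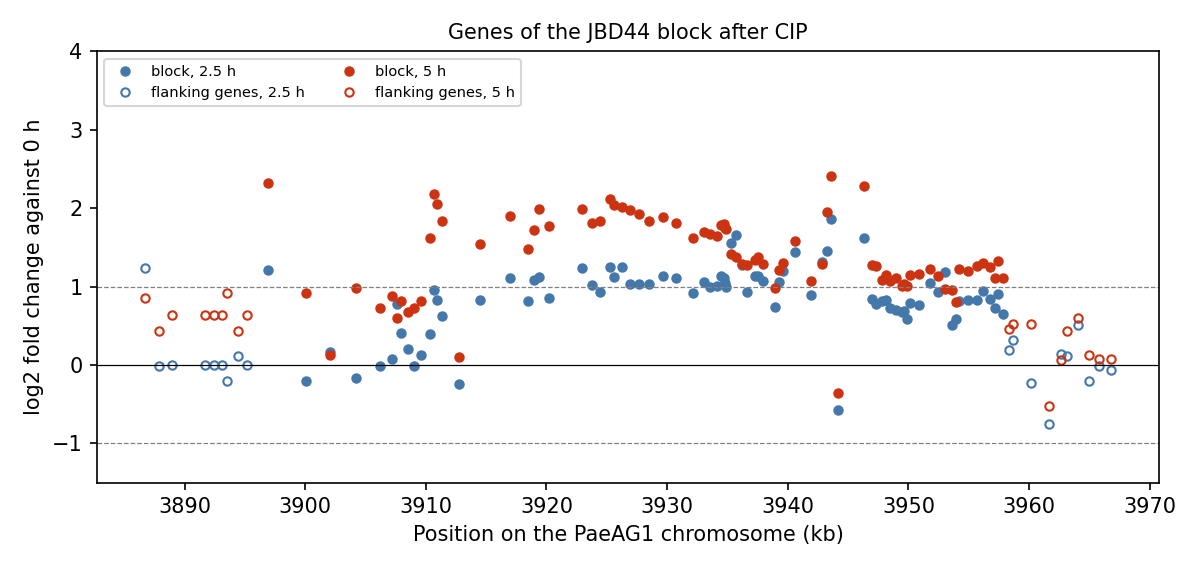
The logFC of each gene of the JBD44 block (filled points) and of the genes on either side (open points) against its position on the PaeAG1 chromosome in kb, at 2.5 h (blue) and 5 h (red) against 0 h, with dashed lines at a logFC of 1 and -1. At 5 h, 66 of the 82 points of the block lie in the up-regulated range and none of the points beside it does. Without scaling, 2 genes of the block are up-regulated at 5 h, and its median logFC is 0.87, where that of all genes is -0.30.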

The phages regulated include phiCTX, F10, JBD44 and JDO24 for which 3, 10, 65 and 7 DEGs were respectively observed at any time (Table 2).

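In the F10 block, at bases 962455 to 1009806, 1 of 52 measured genes was up-regulated and 1 down-regulated at 2.5 h, and 11 were up-regulated with none down-regulated at 5 h. PaeAG1_00898, annotated as a helix-turn-helix regulator, rose from 3.25 ± 0.707 to 8.66 ± 0.919 and 14.8 ± 0.721 (n = 3 each, logFC 1.91, SE 0.176, adjusted p = 4.5e-07 at 5 h from limma), and PaeAG1_00950, an iron-sulfur protein at the end of the block, fell by 1.13 on the log2 scale at 2.5 h. The median logFC of the block was -0.16 and then 0.45, with camera's adjusted p of 0.96 and 4.9e-06 (adjusted p = 0.99 and 0.33 with an estimated correlation). The genes beside the F10 block had medians no lower than the block itself. They were 0.60 and 0.58 for the 9 measured before it, with 1 up-regulated at each time. For the 6 measured after it they were 0.33 and 0.48, with none up-regulated. The JDO24 block at bases 4689416 to 4707070 had 5 and then 8 of 27 genes up-regulated and none down-regulated, with medians of 0.61 and 0.85. The 9 genes measured after it had medians of -0.36 and 0.53, and none of them passed against 0 h. The 8 measured before it had medians of 0.22 and 0.28, with 1 up-regulated at 2.5 h. PaeAG1_04369, of unknown function, rose from 13.6 ± 2.49 to 52.8 ± 7.98 by 5 h, and the GemA regulator gene PaeAG1_04381 had logFC of 1.11 and 1.49. camera's adjusted p for JDO24 was 1.5e-04 and 9.8e-10 (adjusted p = 0.16 and 0.057 with an estimated correlation). In the block of the pyocin regulators and phiCTX, at bases 759770 to 776240, 4 and then 3 of 23 genes were up-regulated with none lower, with medians of 0.75 and 0.54, among them PaeAG1_00699 with logFC of 1.24 and 1.07. Its camera adjusted p was 9.0e-07 and 5.7e-05 (adjusted p = 0.29 and 0.39 with an estimated correlation). All counts were identical when adjusted over each list alone, and since the blocks were delimited by the paper's DEGs they are not independent evidence. Between 5 and 2.5 h no gene of these 3 blocks passed in limma, while 9, 1 and 0 were higher at 5 h at an adjusted p under 0.05 with a logFC under 1, and 32, 13 and 1 at an unadjusted p under 0.05. Without scaling, no gene of the 3 blocks was up-regulated at either time, with medians of -0.46 and 0.04 for F10, 0.35 and 0.51 for JDO24 and 0.47 and 0.19 for the pyocin block. With a pseudocount of 5 PaeAG1_00950 (-0.99) and PaeAG1_00699 did not pass, and without 0 h replicate 3 PaeAG1_00699 had 0.91 and 0.73. Without 0 h replicate 3 the first JDO24 count was 3 and the first pyocin count 2, and without 0 h replicate 2 the pyocin counts were 7 and 5.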

**Table 2:** Comparison of DEGs of PaeAG1 at 2.5 and 5 h after treatment with ciprofloxacin, and specific phages or categories of virulence factors, including shared genes (intersection) and total genes at both times (union), the regulation and the type of elements.

Determinants			Sets of DEGs				
Type	Specific elements	Total genes (in PaeAG1 genome)	2.5 h	5 h	2.5 h ∩ 5 h	2.5 h ∪ 5 h	Regulation* and observations
Antibiotic resistance	Total	56	3	2	2	3	Down, lactamases
Phages	PPpW	12	0	0	0	0	No DEGs
	phiCTX	25	2	3	2	3	Up
	F10	62	1	9	0	10	Up
	JBD44	105	34	65	34	65	Up
	JDO24	59	4	7	4	7	Up
	phi3	45	0	0	0	0	No DEGs
	Total	308	41	84	40	85	–
Virulence factors	Adherence	96	11	19	11	19	Down
	Antimicrobial activity	17	1	6	1	6	Up, phenazines
	Antiphagocytosis	25	0	0	0	0	No DEGs
	Phospholipases	3	0	0	0	0	No DEGs
	Biosurfactant	3	0	0	0	0	No DEGs
	Iron uptake	28	0	1	0	1	Up, Pyochelin
	Protease	4	1	2	1	2	Up, elastases
	Quorum sensing	5	0	1	0	1	Up, RhlR
	Regulation GacS/GacA system	2	0	0	0	0	No DEGs
	Secretion system	63	0	2	0	2	Down, T3SS
	Toxins	4	0	1	0	1	Up, hydrogen cyanide
	Total	250	13	32	13	32	–

*Based in logFC of genes for both times 2.5 and 5 h. Type of elements is also shown.

**Figure 4:**
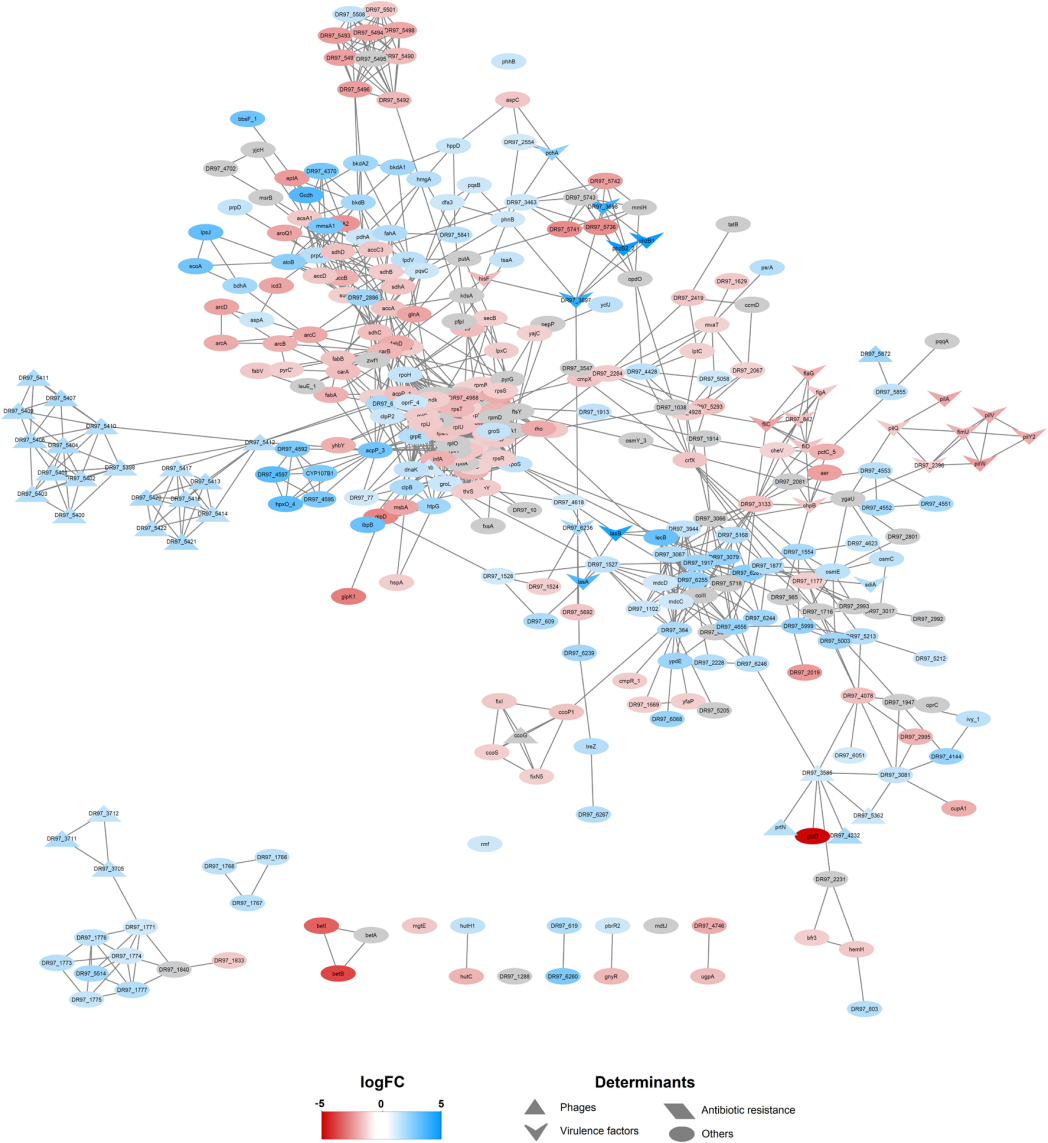
Gene–gene interaction (GGI) large scale network of differentially expressed genes in PaeAG1 after ciprofloxacin treatment, using a database-based method for prediction of interactions. Using STRINGdb, interactions between genes were predicted. To build the network all the DEGs in both times 2.5 and 5 h were included. A total of 342 genes resulted connected (66.0% of all DEGs) with 1685 edges in total (not connected nodes are not shown). The logFC is shown for 5 h. Gray nodes represent genes that were differentially expressed only at time 2.5 h (i.e. no logFC value is displayed at time 5 h). Details of the network by time is shown in supplementary Figure S3. Phages genes, virulence factors and antibiotic resistance genes are represented as triangles, arrowheads and rhomboids, respectively. Down-regulation (red tones) and up-regulation (blue tones).

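lasB, encoding elastase, went from 0.171 ± 0.297 at 0 h to 5.63 ± 2.65 at 2.5 h and 19.5 ± 5.42 at 5 h (n = 3 each, logFC 4.13, SE 0.254, adjusted p = 3.4e-09 for 5 h against 0 h in limma). lasA, another protease gene, had logFC of 1.62 and 3.10, and hcnB, of hydrogen cyanide synthase, 0.58 (not passing) and 1.97. Of 12 genes of such products, 4 were up-regulated at 2.5 h and 11 at 5 h with none down-regulated (4 and 11 when adjusted over the list alone), with medians of 0.66 and 1.98. camera's adjusted p was 3.2e-04 and 1.5e-11 (adjusted p = 0.18 and 0.073 with an estimated correlation). In the direct comparison, 10 of the 12 were higher at 5 h than at 2.5 h, with lasB at 1.67. Of 10 genes of iron uptake, 4 and then 5 rose and none fell, all of them pch genes of pyochelin synthesis (4 and 5 when adjusted over the list alone), with pchA at 1.39 and 1.92. This list had medians of 0.58 and 0.93 and camera adjusted p of 0.019 and 3.7e-04 (adjusted p = 0.16 and 0.074 with an estimated correlation). Of 22 genes of type III secretion, 0 and then 2 fell, the translocator gene popB (logFC -1.44 at 5 h) and the needle gene pscF, and none rose (the same when adjusted over the list alone), while 2 and 10 were lower at an adjusted p under 0.05, and 7 had an unadjusted p under 0.05 at 2.5 h. Their medians were -0.34 and -0.52, with camera adjusted p of 0.028 and 5.1e-04 (adjusted p = 0.29 and 0.17 with an estimated correlation). Of the 32 virulence factors that the paper selected on these samples, 31 passed here at 1 or both times. Left unscaled, 8 exoproduct genes and no iron uptake or type III secretion gene passed at 5 h, with list medians of 1.70, 0.68 and -0.84, and with a pseudocount of 5 the numbers that passed were 5, 0 and 1. Without 2.5 h replicate 3 the first iron uptake count was 2, and without 0 h replicate 1 the second type III secretion count was 1.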

In the case of the 250 known virulence factors of PaeAG1, 32 (12.8%) were identified as DEGs at all of the assessed times (arrowheads of Fig. 4 and supplementary Figure S3). 

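The flagellin gene fliC fell from 563 ± 19.5 to 127 ± 22.4 and 119 ± 17.3 (n = 3 each, logFC -2.24, SE 0.211, adjusted p = 5.7e-07 at 5 h from limma), and fliD, of the filament cap, had logFC of -1.42 and -1.29. Of 36 flagellar genes, 8 fell at each time and none rose (8 and 8 when adjusted over the list alone), with medians of -0.68 and -0.58 and camera adjusted p of 2.0e-08 and 4.1e-06 (adjusted p = 0.16 and 0.19 with an estimated correlation). Of 26 genes of type IV pili, which serve adherence and twitching, 6 and then 8 fell and none rose (6 and 8 when adjusted over the list alone). pilW went from 48.1 ± 3.99 to 9.41 ± 1.32 and 9.10 ± 1.16, and pilV fell by 1.97 and 2.00 on the log2 scale. The pili list had medians of -0.35 and -0.65 and camera adjusted p of 5.2e-05 and 2.0e-07 (adjusted p = 0.16 and 0.074 with an estimated correlation). Of 16 phenazine genes, 9 rose at 2.5 h and 15 at 5 h and none fell (9 and 15 when adjusted over the list alone), with medians of 1.03 and 2.64. phzB2_1 (PaeAG1_00814) rose from 0.171 ± 0.297 to 4.47 ± 0.968 and 25.6 ± 5.50, and phzE2_1 had logFC of 1.25 and 3.79. phzC2_1 and phzB2_2 were listed at 0 in all 0 h libraries. camera's adjusted p for phenazines was 4.2e-04 and 4.0e-15 (adjusted p = 0.36 and 0.099 with an estimated correlation). Compared directly, 15 of these genes were higher at 5 h than at 2.5 h, with a median difference of 1.77. The phz operons have near-identical copies, so the values of single copies are uncertain, and 0 phenazine genes rose at 2.5 h without scaling or with a pseudocount of 5. At 5 h, 15 and 9 did so, and fliD at 2.5 h did not pass without scaling, where the median of the flagellar list was -0.98. Without 0 h replicate 3, 13 flagellar genes fell and 4 phenazine genes rose at 2.5 h.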

The virulence factors are mainly associated with adherence (19) and phenazines (6) genes (see Table 2). 

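blaIMP (PaeAG1_05750, bases 6121110 to 6121850), the gene of the metallo-β-lactamase IMP-18, went from 592 ± 202 at 0 h to 173 ± 65.4 at 2.5 h and 109 ± 23.4 at 5 h (n = 3 each, logFC -2.40, SE 0.290, adjusted p = 6.6e-06 at 5 h from limma). The β-lactamase gene beside it, PaeAG1_05751 (blaOXA-2), had logFC of -1.51 and -2.05. ampC, the chromosomal cephalosporinase, fell from 9.79 ± 2.28 to 1.05 ± 0.127 and 1.19 ± 0.436, while its regulator gene ampR had logFC of 0.57 and 0.11, which did not pass. The gene of the other metallo-β-lactamase, blaVIM-2 (PaeAG1_03246), had logFC of -0.48 and -0.61, which did not pass either. In the list of 4 β-lactamase genes and regulators that holds blaIMP, ampC, ampD and ampR, 2 fell at each time and none rose (2 and 2 when adjusted over the list alone), with medians of -1.01 and -1.28. camera's adjusted p was 0.075 and 0.028 (adjusted p = 0.18 and 0.14 with an estimated correlation). Of 11 genes of Mex efflux pumps, none passed at either time in limma, over all genes or adjusted over the list alone, while 0 and 3 were higher at an adjusted p under 0.05 with a logFC under 1, and 3 at each time had an unadjusted p under 0.05. The medians of the efflux genes were 0.22 and -0.01 (mean 0.23 at 5 h) with camera adjusted p of 0.57 and 0.43, and mexH had the largest logFC at 5 h, 0.98 (SE 0.231). At 2.5 h, the falls of blaIMP and PaeAG1_05751 did not pass without scaling, with logFC of -2.10 and -1.83.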

Regarding antibiotic resistance genes, only three out the 56 genes were found to be differentially expressed (Table 2).

A heatmap of normalized counts and gene clustering of the total 518 DEGs are shown in Fig. 3E. 

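The first principal component of the log2 values held 68.8% of the variance and set the 0 h libraries (scores of 21.5 to 22.4) apart from those of 2.5 and 5 h (-15.6 to -6.45). The second held 14.4% and set 2.5 h (6.14 to 9.86) apart from 5 h (-9.42 to -5.53), with the 0 h libraries spread between -5.77 and 6.37. Among genes that fell to a similar level at both times, glpD, the aerobic glycerol-3-phosphate dehydrogenase, went from 30.6 ± 10.0 to 4.71 ± 1.48 and 3.64 ± 0.217 (n = 3 each). The integrase gene PaeAG1_01169 went from 169 ± 29.0 to 47.8 ± 14.8 and 33.7 ± 5.07, with logFC of -1.83 and -2.29. PaeAG1_00142 and PaeAG1_00144, a dehydrogenase and a transaminase of β-alanine use, had logFC of -2.36 and -2.34 at 5 h. Among genes that rose at both times, PaeAG1_03412 went from 20.9 ± 9.68 to 227 ± 51.3 and 151 ± 24.4, and PaeAG1_03392 had logFC of 3.15 and 2.96. Each of these genes passed in limma at both times, and none differed between 5 and 2.5 h. PaeAG1_01169 did not pass at 2.5 h without scaling.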

Well-defined clusters were found for genes and samples, showing similar expression patterns.

Out of all the DEGs at 2.5 h, seven genes corresponded to transcription factors, including *psrA, rpoH* and *prtN*. 

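At 2.5 h, psrA (PaeAG1_02213), a regulator of rpoS and of fatty acid degradation, was at 20.4 ± 7.95 against 7.57 ± 1.27 at 0 h (n = 3 each, logFC 1.27, SE 0.275, adjusted p = 0.0018 from limma). prtN, the activator of the pyocin genes at bases 759770 to 760084, rose from 12.4 ± 0.857 to 41.4 ± 6.86 (logFC 1.64, SE 0.189, adjusted p = 5.9e-06), and prtR, its repressor gene, had a logFC of 0.57, which did not pass. rpoH, the heat shock sigma factor gene, had a logFC of 0.99 with an adjusted p of 0.0011, just inside the limit of 1 on the fold. The OsmE family regulator gene osmE had a logFC of 2.21 and PaeAG1_02154, annotated as a PbsX family regulator, 2.52. betI, the repressor of the betaine genes, fell from 24.9 ± 4.15 to 3.75 ± 0.693. All of these but betI failed to pass without scaling, and psrA also did so with a pseudocount of 5 (0.98) and without 2.5 h replicate 1 (0.99).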

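By 5 h, the sigma factor gene rpoH had risen from 22.7 ± 4.46 to 57.1 ± 5.61 (n = 3 each, logFC 1.31, SE 0.201, adjusted p = 7.8e-05 from limma), and prtN was at 41.4 ± 2.98 (logFC 1.66). rhlR, the receptor of the rhl quorum sensing system, rose from 4.16 ± 1.73 to 13.1 ± 1.85 (logFC 1.49, SE 0.213, adjusted p = 3.7e-05). rhlI, the synthase of its signal, had a logFC of 1.23. ptrB (PaeAG1_00696), the repressor of type III secretion genes in the pyocin region, had a logFC of 0.80 with an adjusted p of 0.0039 and did not pass on fold. Of 16 quorum sensing regulators and signal synthesis genes, 8 rose at 2.5 h and 6 at 5 h and none fell (8 and 6 when adjusted over the list alone), among them pqsE (1.36 and 1.17) and phnB (1.43 and 1.08). lasI rose at 2.5 h (1.12) and had 0.96 at 5 h. The list's medians were 0.96 and 0.91, with camera adjusted p of 2.4e-04 and 1.6e-04 (adjusted p = 0.092 and 0.057 with an estimated correlation). Between 5 and 2.5 h no gene of this list passed in limma, while 1 was higher at 5 h at an adjusted p under 0.05 with a logFC under 1, and 4 had an unadjusted p under 0.05. Without scaling, neither rpoH, prtN and rhlR at 5 h nor any gene of the list passed, and the list's medians were 0.68 and 0.55. With a pseudocount of 5 the counts were 3 and 4, and without 0 h replicate 3 they were 5 and 3, with pqsE (0.86) and phnB (0.78) not passing at 5 h. lasI did not pass without 0 h replicate 1 (0.91), 0 h replicate 2 (0.81), 2.5 h replicate 1 (1.05) or 5 h replicate 1 (1.14).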

At 5 h, 14 DEGs including *psrA*, *rpoH*, *prtN*, *rpoS*, *rhlR* and *ptrB* were identified as transcription factors. All transcription factors activated at 2.5 h remained active at 5 h (Supplementary Table S2). Identification of regulators by a context-centric analysis revealed a total of 22 transcription factors modulating all the DEGs at 2.5 h, and most of them are part of the 28 transcription factors recognized as DEGs at 5 h (see Supplementary Table S2).

Genes of the SOS response were not identified as DEGs. 

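recA (PaeAG1_01596), the recombinase that triggers self-cleavage of LexA, was at 15.0 ± 1.68 at 0 h, 29.0 ± 3.01 at 2.5 h and 25.7 ± 0.337 at 5 h (n = 3 each). Its logFC of 0.91 (SE 0.179) and 0.74 (SE 0.179) had adjusted p of 8.9e-04 and 0.0036 in limma and lie inside the limit on fold, and every later library was above every 0 h library. recN, of recombinational repair, had logFC of 0.82 and 0.53, and lexA, the repressor of the regulon, 0.40 and 0.15, with adjusted p of 0.087 and 0.53. Other members listed for the SOS regulon, imuB and yebG among them, had no match by name in the annotation and are not covered here. Of the 8 genes that were matched and measured, none passed at either time, over all genes or adjusted over the list alone. With an adjusted p under 0.05 and a logFC under 1, 3 of these genes were higher at 2.5 h and 1 at 5 h. An unadjusted p under 0.05 was found for 4 and 3 of them. Their medians were 0.35 and 0.19, the second of which became -0.21 without scaling, and camera's adjusted p was 0.075 and 0.35. The self-contained test fry, which asks whether the genes of a list move one way on balance and not whether they differ from other genes, gave an adjusted p of 0.0013 and 0.02, both upward. imuA (PaeAG1_05106), of translesion synthesis, had 0.83 and 0.44 from values under 2, which limits its precision. Of 31 genes of DNA repair and topology, 2 fell at 2.5 h, gyrA and recR (logFC -1.02 and -1.05), and none passed at 5 h, where 2 were higher and 4 lower at an adjusted p under 0.05 and 10 had an unadjusted p under 0.05 (2 and 0 when adjusted over the list alone). gyrB, the other subunit of the gyrase that CIP inhibits, had -0.70 and -0.87. This list had medians of -0.21 and -0.14 and camera adjusted p of 0.029 and 0.23 (adjusted p = 0.18 at 2.5 h with an estimated correlation). gyrA and recR did not pass without scaling or with a pseudocount of 5. Without scaling, the median of the DNA repair and topology list at 2.5 h was -0.44, where that of all genes was -0.19. gyrA also did not pass without 0 h replicate 1 (-0.86), 0 h replicate 2 (-0.89) or 2.5 h replicate 3 (-0.98), nor recR without 0 h replicate 1 (-0.97) or 2.5 h replicate 1 (-0.97).

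**Figure D2:**
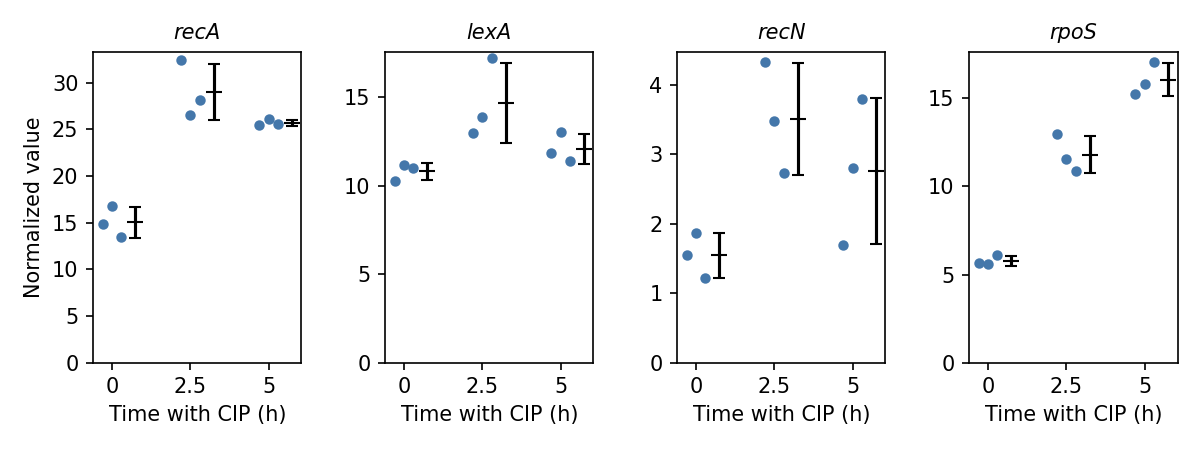
Normalized values of recA, lexA, recN and rpoS in each of the 9 libraries at 0, 2.5 and 5 h (points), with the mean and SD of the 3 libraries of a time (bars). The recA values lie higher at 2.5 h (29.0 ± 3.01) and 5 h (25.7 ± 0.337) than at 0 h (15.0 ± 1.68).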

The *rpoS* factor was up-regulated at 5 h. 

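rpoS (PaeAG1_01591, bases 1700699 to 1701703), the sigma factor gene of the general stress response, was at 5.78 ± 0.280 at 0 h, 11.8 ± 1.06 at 2.5 h and 16.1 ± 0.932 at 5 h (n = 3 each). It passed at 5 h (logFC 1.33, SE 0.165, adjusted p = 9.0e-06 from limma), while at 2.5 h its adjusted p was 4.5e-04 with a logFC of 0.91. The difference between 5 and 2.5 h was 0.42 with an adjusted p of 0.21. Of 10 genes of stationary phase and osmotic stress, 6 rose at 2.5 h, and 7 rose and 1 fell at 5 h, the same numbers when adjusted over the list alone. Among them, osmC, an osmotically inducible peroxidase, went from 5.06 ± 0.521 to 27.2 ± 7.39 and 14.7 ± 4.92, and pfpI had logFC of 1.98 and 1.01. The gene that fell was bfrB, of bacterioferritin. The list's medians were 1.18 and 1.09, with camera adjusted p of 2.1e-05 and 3.7e-04 (adjusted p = 0.16 and 0.22 with an estimated correlation). At 5 h, rpoS did not pass without scaling (0.92) or with a pseudocount of 5 (0.97), and no gene of the list passed without scaling, with medians of 0.91 and 0.71. At 5 h, osmC did not pass with a pseudocount of 5 (0.94), pfpI did not pass without 0 h replicate 2 (0.79) or 5 h replicate 3 (0.92), with library total scaling (0.97) or with a pseudocount of 5 (0.76), and without 0 h replicate 2 the list's count was 4.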

Due to the preponderant role of LexA (SOS response) and RpoS as essential genes in the response to CIP in *P. aeruginosa*, we further investigated the DNA binding sites for these elements. The CollectTF database provided the consensus binding sequence for LexA as CTG-TATAA-ATATA-CAG, described by^26^. 

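On the PaeAG1 sequence, sites of the form CTG-N10-CAG with at most 3 mismatches to the inner bases of the LexA consensus lie in the 200 bases before 17 genes. The site before recA is CTGTATAAGTAGACAG, 44 bases from the start codon, and the site before lexA is CTGGATAAAAACACAG, 10 bases from it. grpE (PaeAG1_05819), a nucleotide exchange factor of DnaK, has CTGTATAAATAACCAG at 128 bases, a site that lies 25 bases before the divergent gene recN. hemO (PaeAG1_05105), of heme oxygenase, has CTGTATGTAAATACAG at 154 bases, but its values were too low to be tested. No site of this form was found in the 200 bases before psrA. Of the 15 genes with a site that were tested, 3 were DEGs at 2.5 or 5 h, namely grpE and PaeAG1_06382, which rose, and blaIMP, which fell. That share of 20.0% was compared with 16.7% of the 5602 coding genes tested (Fisher's exact test, two-sided, odds ratio 1.25, p = 0.727). All 3 sites lie nearer to a divergent gene. The blaIMP site, at 125 bases, is 13 bases before the integrase gene PaeAG1_05749, which was not a DEG. The PaeAG1_06382 site, at 147 bases, is 18 bases before PaeAG1_06383, which was not tested. Divergent genes that share a site count separately in this test. With 100 bases searched 11 genes had a site and 0 were DEGs, with 300 bases 5 were DEGs, psrA among them, and with 2 mismatches 7 genes had a site and 1 was a DEG.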

Analysis revealed the role of LexA modulating all 15 genes in the SOS response in *P. aeruginosa,* as well as other sequences at promoter regions of *psrA* (coding for a transcription factor as described before)*, grpE, hemO* and other genes. In PaeAG1, *psrA* and *grpE* genes were up-regulated at 2.5 and 5 h after CIP treatment. 

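grpE was at 2.37 ± 1.00 at 0 h, 9.71 ± 0.950 at 2.5 h and 8.85 ± 1.87 at 5 h (n = 3 each), with logFC 1.72, SE 0.220, adjusted p = 1.8e-05 at 2.5 h and logFC 1.58, SE 0.220, adjusted p = 3.0e-05 at 5 h from limma. At 5 h, psrA was at 25.4 ± 10.4 (logFC 1.57, SE 0.275, adjusted p = 2.7e-04), and all of its 5 h libraries were above all 0 h libraries. Neither gene differed between 5 and 2.5 h, with differences of -0.14 for grpE and 0.30 for psrA. grpE is a member of the heat shock list, of whose 13 genes 10 rose at 5 h with none lower (10 when adjusted over the list alone). That list's median was 1.31 at 5 h, with a camera adjusted p of 2.1e-08 (adjusted p = 0.074 with an estimated correlation). Without scaling, grpE and psrA did not pass at either time and 1 gene of the list did, with a list median of 0.87 at 5 h, and grpE at 5 h did not pass with a pseudocount of 5 (0.91).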

For RpoS, no sequence information was available in CollectTF, therefore we used the RpoS-dependent promoter consensus sequence CTATACT found by^75^. A total of 49 sites for RpoS were predicted to be associated with promoter regions of PaeAG1 genes, but none as DEGs in PaeAG1.

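The sequence CTATACT was found on the coding strand in the 150 bases before 31 genes of PaeAG1. Of the 30 that were tested, 7 were DEGs at 2.5 or 5 h. sdhC, of succinate dehydrogenase, has the sequence 121 bases before its start and fell at both times. PaeAG1_01942, an ABC transporter gene, and PaeAG1_03221, of unknown function, have it at 43 and 34 bases and rose at both times, with logFC of 1.10 and 1.45 at 5 h. ldh, of leucine dehydrogenase, PaeAG1_00121 and PaeAG1_05736 rose at 2.5 h, with logFC of 1.20, 1.35 and 1.05. The sensor kinase gene roxS fell by 1.11 on the log2 scale at 5 h. The share of 23.3% was compared with 16.7% of the 5602 coding genes tested (Fisher's exact test, two-sided, odds ratio 1.53, p = 0.325).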

### Networks analysis shows pleiotropic effects of CIP exposure in PaeAG1

Using a top-down systems biology approach, a large scale GGI network of DEGs was built to identify molecular determinants associated with the response to CIP in PaeAG1.

*GGI predictions by a database-based model:* All of the 518 DEGs were incorporated as nodes and edges (high confidence connections or interactions). A total of 342 (66.0% of all DEGs) nodes were found to be connected with at least one other gene, as well as 1685 edges were established (Fig. 4). When selecting DEGs for each time, 248 nodes (69.9%) of the 355 DEGs at 2.5 h were connected with a total of 1,156 edges (supplementary Figure S2A). Out of all the 438 DEGs at 5 h, 284 (64.8%) were connected with 1,041 edges in total (supplementary Figure S2B).

As shown in Fig. 4, some determinants of virulence factors (adherence) and antibiotic resistance genes showed a down-regulation after CIP treatment, meanwhile, phage genes and other virulence factors (phenazines) were found to be up-regulated. In addition, gene clusters of highly connected DEGs showed the same expression pattern, suggesting a coordinated regulation.

The observed unconnected genes (107 DEGs for 2.5 h and 154 for 5 h) are inherent to limitations in the database (incomplete inclusion of phage genes) or the current state of the gene annotation (without information, hypothetical protein, etc.). To improve the associations between genes creating more connections, a data-driven co-expression analysis was run.

#### Co-expression analysis

Modules of highly connected genes (represented using color groups) were created using normalized counts for all the 518 DEGs. As shown in Fig. 5A, genes were clustered into four main modules, showing similar expression along samples. 

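Turquoise, the largest module of Table S1, held 91 genes that were up-regulated and 35 that were down-regulated at 2.5 h here, and 149 and 81 at 5 h. In that module, lecB, of a fucose-binding lectin, went from 2.29 ± 0.376 at 0 h to 7.70 ± 1.19 at 2.5 h and 33.9 ± 8.18 at 5 h (n = 3 each). Of its genes, 24 were higher and 11 lower at 5 h than at 2.5 h in limma, lecB among the first with 1.99 (SE 0.199). In the blue module 65 genes rose and 57 fell at 2.5 h, and 39 and 34 did at 5 h, with ribosomal protein genes such as rplW among those that fell (logFC -1.52 at 2.5 h). The brown module held 52 and 40 genes up- and down-regulated at 2.5 h and 51 and 45 at 5 h. In the yellow module, which holds 40 genes in Table S1, 11 rose and 25 fell at 2.5 h, and 10 and 23 did at 5 h. The modules were built by the paper on these libraries from its own DEGs, so these directions are not independent evidence.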

The number of genes belonging to the turquoise module was 239, 124 for blue, 114 brown and 39 for yellow module. In the co-expression network (Fig. 5C), a total of 388 DEGs (74.9% of the 518 DEGs) were found to be connected, with a total of 1,073 edges. Of these interactions, 385 were also found using the database-based model and 688 novel gene interactions were suggested by our co-expression analysis. 

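Of the 85 phage genes among the DEGs of Table S1, 78 are in the turquoise module. PaeAG1_03609, a JBD44 gene of unknown function, went from 49.3 ± 4.78 at 0 h to 108 ± 9.42 at 2.5 h and 199 ± 20.6 at 5 h (n = 3 each, logFC 1.99, SE 0.196, adjusted p = 9.4e-07 at 5 h from limma). The neighbouring JBD44 genes PaeAG1_03631, which Table S1 sets in the yellow module, and PaeAG1_03632 of turquoise had logFC of 1.56 and 1.66 at 2.5 h and 1.42 and 1.38 at 5 h. Of all 85 phage genes, 41 were up-regulated at 2.5 h and 80 at 5 h, and 1 was down-regulated at 2.5 h. The list was chosen by the paper on these libraries and is not independent evidence. None of the 3 genes named passed without scaling.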

The turquoise module includes most of the phage genes and virulence factors.

**Figure 5:**
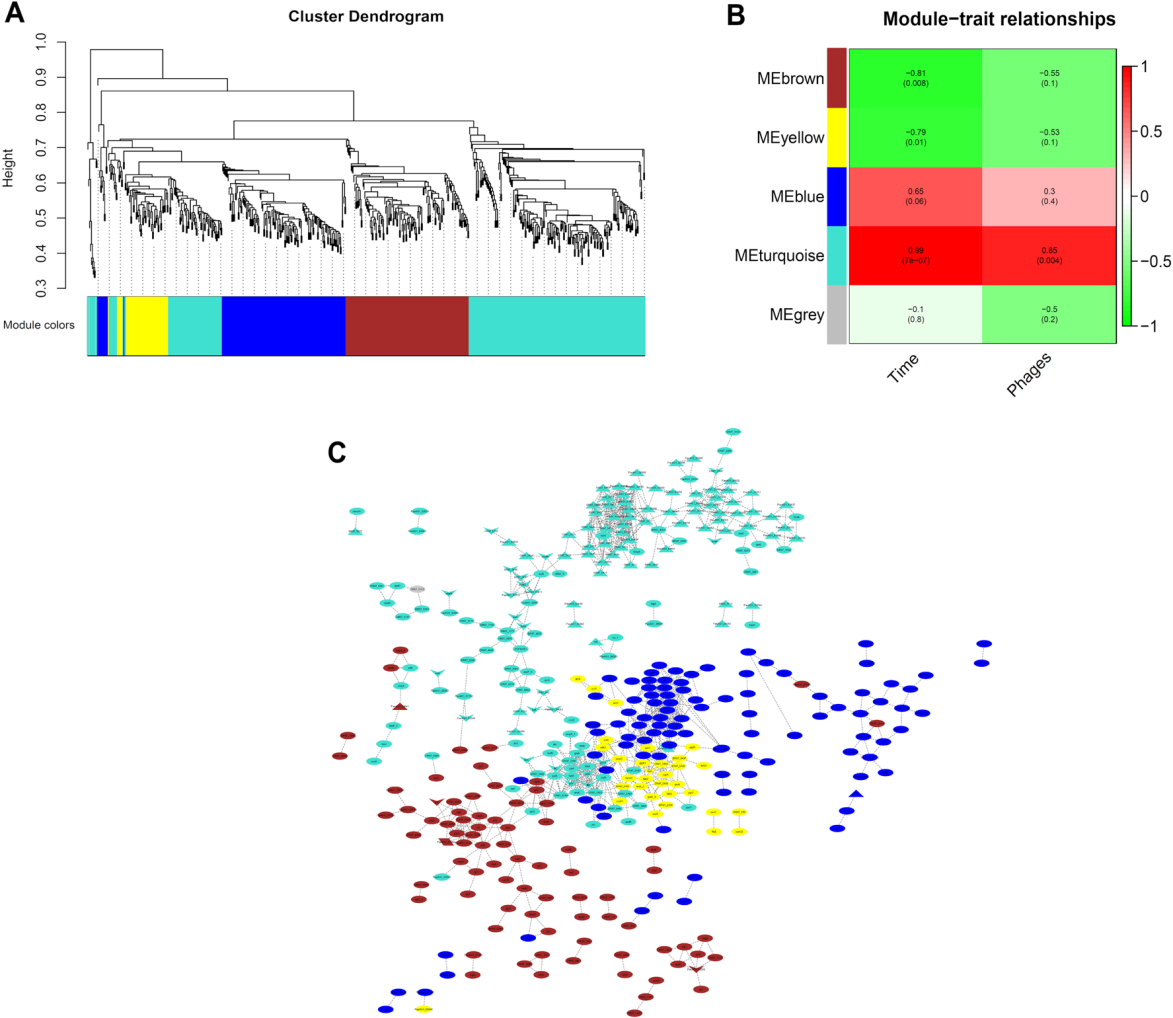
Co-expression analysis to identify modules of genes and the data-driven co-expression network in PaeAG1 after Ciprofloxacin treatment. (**A**) Modules identification (clusters by colors) using correlated expression genes (along times 0, 2.5 and 5 h) and clustering analysis after WGCNA was implemented. (**B**) Association of modules to traits, showing relations between turquoise and blue modules with exposure time to antibiotic and phages induction. (**C**) Data-driven co-expression network using correlation of gene expression by WGCNA analysis (correlation > 98.5%). A total of 388 DEGs were found to be connected, with a total of 1,073 edges. Only correlated genes are shown. More details in supplementary Figure S3A. Phages genes, virulence factors and antibiotic resistance genes are represented as triangles, arrowheads and rhomboids, respectively.

#### Integrated GGI network of DEGs

Integration of predicted connections between genes by both the database-based model and co-expression analysis was done to build a definitive large scale network, shown in Fig. 6. A total of 449 (86.7%) of DEGs were connected, in contrast with the 342 nodes from the preliminary network, an increment of ~ 20%. In addition, 2,373 edges were identified, 1685 from the database-based method (solid lines in the network) and the 688 new interactions suggested by the co-expression analysis (dashed lines). Furthermore, a separated cluster was observed with high connectivity between phage genes (cluster of blue triangles, Fig. 6 left top). Remarkably, this cluster appears to have a critical bottleneck at the *fahA* gene, since many genes are connected to this node but, for the majority of the cluster nodes, this gene is the only connection to the rest of the network. Thus, the cluster becomes a clearly separated module. In addition, another smaller and less distinct cluster of phage genes was formed (Fig. 6 left down).

**Figure 6:**
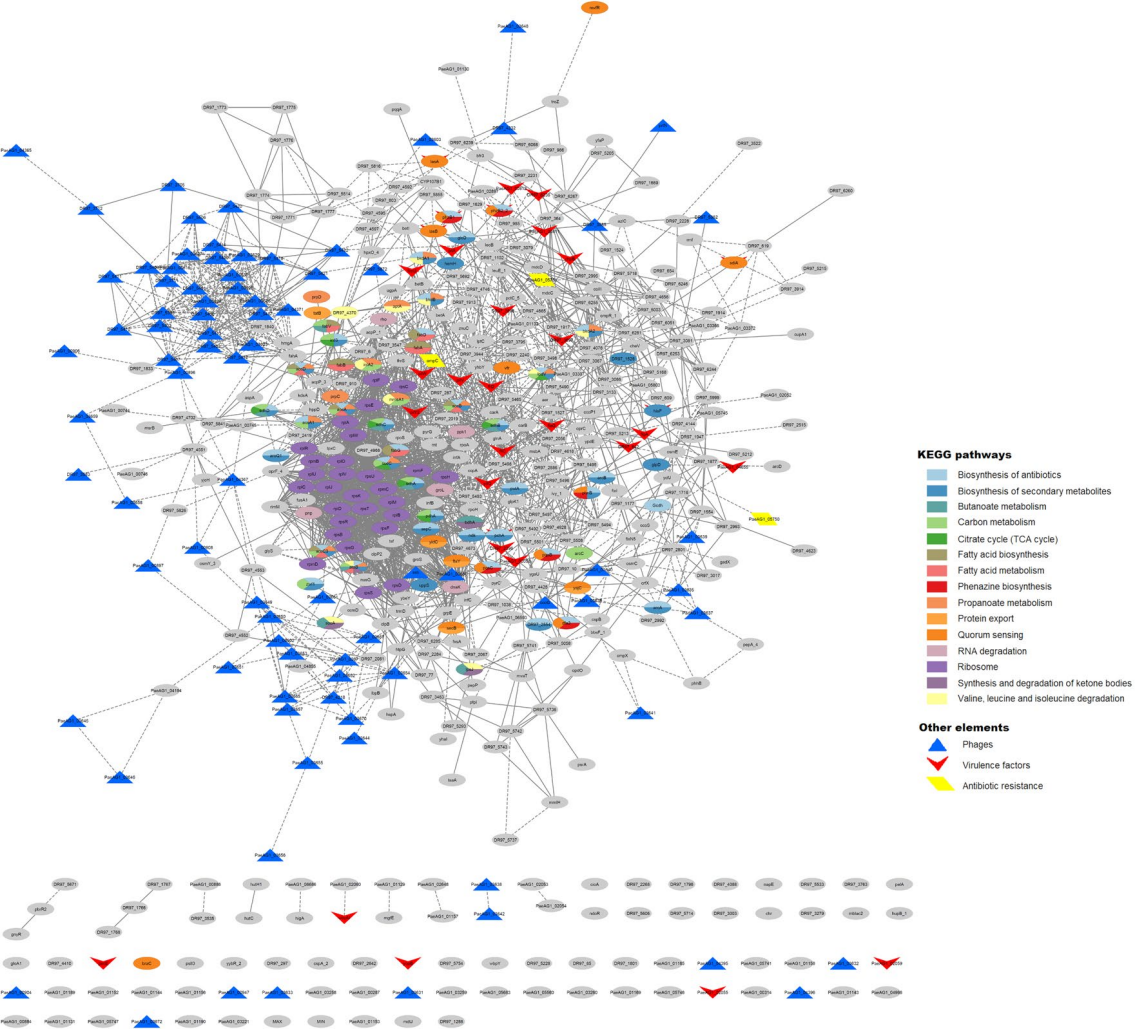
Definitive large scale network of DEGs, identification of hub genes and associated groups in PaeAG1 after treatment with ciprofloxacin. Network showing all 518 DEGs genes and their interactions (449 genes have at least one connection). Known interactions according to STRINGdb (database-based method) are shown as solid lines and data-driven interactions according to data-driven co-expression analysis as dashed lines. Enriched nodes associated to KEGG annotation are colored according to each pathway (more details in Table 3). Phages genes, virulence factors and antibiotic resistance genes are represented as triangles, arrowheads and rhomboids, respectively. Other genes are represented as ellipses.

The same GGI network is presented in supplementary Figure S4A to show the distribution of genes by co-expression modules. A high functional interaction of genes across different clusters is observed. The logFC values at time 5 h are shown in the network in Figure S4B.

#### Enrichment analysis

In order to gain insight about the biological meaning of DEGs, gene set enrichment analysis (GSEA) was performed. The 518 DEGs were shown to be implemented in a total of 15 KEGG pathways (Figs. 6 and 7, and Table 3). The enriched pathways included ribosomal functions, RNA degradation, biosynthesis of antibiotics, fatty acids metabolism, propanoate metabolism, fatty acids biosynthesis, quorum sensing, amino acid degradation, carbon metabolism and citrate cycle, butanoate metabolism, phenazine biosynthesis, among others (see Fig. 7). 

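Of 11 fatty acid synthesis genes, 7 fell at 2.5 h and 9 at 5 h with none higher (7 and 9 when adjusted over the list alone). fabA, the dehydratase that opens unsaturated fatty acid synthesis, fell from 31.4 ± 2.87 to 9.43 ± 1.15 and 8.72 ± 1.32 (n = 3 each, logFC -1.74, SE 0.181, adjusted p = 1.6e-06 at 5 h from limma), and accB, a subunit of acetyl-CoA carboxylase, had logFC of -1.77 and -1.75. This list's medians were -1.12 and -1.30, with camera adjusted p of 2.3e-06 and 2.4e-07 (adjusted p = 0.16 and 0.074 with an estimated correlation). Of 11 genes of branched-chain amino acid degradation, 9 and then 6 rose and none fell (9 and 6 when adjusted over the list alone). bkdB, of branched-chain keto acid dehydrogenase, went from 8.50 ± 3.29 to 41.5 ± 8.42 and 42.2 ± 3.29, and mmsA, of valine degradation, had logFC of 1.57 and 2.74 and was 1.18 higher at 5 h than at 2.5 h. The medians were 1.57 and 1.65, with camera adjusted p of 4.4e-08 and 3.3e-05 (adjusted p = 0.16 and 0.22 with an estimated correlation). All 4 genes of ketone body metabolism, which belongs to butanoate metabolism, rose at both times (4 and 4 when adjusted over the list alone), with medians of 2.68 and 2.91. Among them, atoB, of acetyl-CoA acetyltransferase, went from 2.37 ± 1.00 to 13.5 ± 0.727 and 18.8 ± 1.62. camera's adjusted p was 1.3e-06 and 1.1e-06 (adjusted p = 0.092 and 0.057 with an estimated correlation). prpC, of the methylcitrate cycle of propanoate metabolism, had logFC of 1.38 and 1.53. Without scaling, 1 and 5 fatty acid synthesis genes, 0 and 2 branched-chain amino acid genes, and 2 and 3 ketone body genes passed at 2.5 and 5 h, with medians of -1.43 and -1.72, 1.33 and 1.21, and 2.40 and 2.50. With a pseudocount of 5, prpC passed at neither time (0.85 and 0.96) and the difference of mmsA between the times did not pass (0.86).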

Details of gene counts, FDR and regulation are shown in Table 3. Additionally, pathways by co-expression modules (Table 3) showed that some of them are enriched in specific pathways. For example, the blue module is down-regulated for ribosomal activity and RNA degradation (exclusive functions for this module), meanwhile the yellow module has multiple but tightly related pathways, most of them associated to interconnected metabolism pathways, down-regulated.

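Of 50 ribosomal protein genes, 27 fell at 2.5 h and 16 at 5 h and none rose (27 and 16 when adjusted over the list alone), with medians of -1.02 and -0.90. rplB, of protein L2 of the large subunit, fell from 60.1 ± 21.1 to 19.7 ± 4.31 and 24.9 ± 6.00 (n = 3 each, logFC -1.52, SE 0.266, adjusted p = 3.5e-04 at 2.5 h from limma), and rpsU, of protein S21, had logFC of -1.53 and -1.72. camera's adjusted p was 2.6e-13 and 1.4e-10 (adjusted p = 0.2 and 0.26 with an estimated correlation). Of 18 transcription and translation factor genes, 8 and then 6 fell and none rose (8 and 6 when adjusted over the list alone). pnp, of polynucleotide phosphorylase, and rho, the termination factor, belong to RNA degradation and fell by 2.38 and 1.92 on the log2 scale at 2.5 h and by 2.09 and 1.93 at 5 h. infB, of initiation factor 2, fell from 30.1 ± 9.85 to 5.46 ± 0.866 and 8.15 ± 1.37. These factors had medians of -0.89 and -0.85 and camera adjusted p of 2.9e-06 and 2.8e-05 (adjusted p = 0.18 and 0.22 with an estimated correlation). Of 20 genes of the citrate cycle, 6 fell at each time and 0 and then 1 rose (the same when adjusted over the list alone). idh, of isocitrate dehydrogenase, fell from 22.3 ± 4.52 to 5.57 ± 1.31 and 5.08 ± 1.54, and the gene that rose at 5 h was aceA, of isocitrate lyase (1.25). The citrate cycle list had medians of -0.32 and -0.46 and camera adjusted p of 0.026 and 0.034 (adjusted p = 0.47 and 0.48 with an estimated correlation). Citing an earlier study, the paper reasons that a loss of ribosomal and cell division proteins marks a shift of tolerant cells away from growth, and refers to its growth curves under CIP for it. No ribosomal protein gene passed without scaling at either time, and 2 and 3 of the factors and 3 and 3 citrate cycle genes did, although the falls were not smaller, with medians of -1.34 and -1.35 for ribosomal proteins, -1.19 and -1.29 for the factors and -0.63 and -0.88 for the citrate cycle, where the median of all genes went from 0.00 to -0.19 at 2.5 h and from 0.05 to -0.30 at 5 h. Without 5 h replicate 3, the number of ribosomal protein genes that fell at 5 h was 6, without 0 h replicate 1 it was 7, in both cases without rplB among them, and without 0 h replicate 3 it was 26. Without 0 h replicate 3, 10 citrate cycle genes fell at 5 h.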

**Figure 7:**
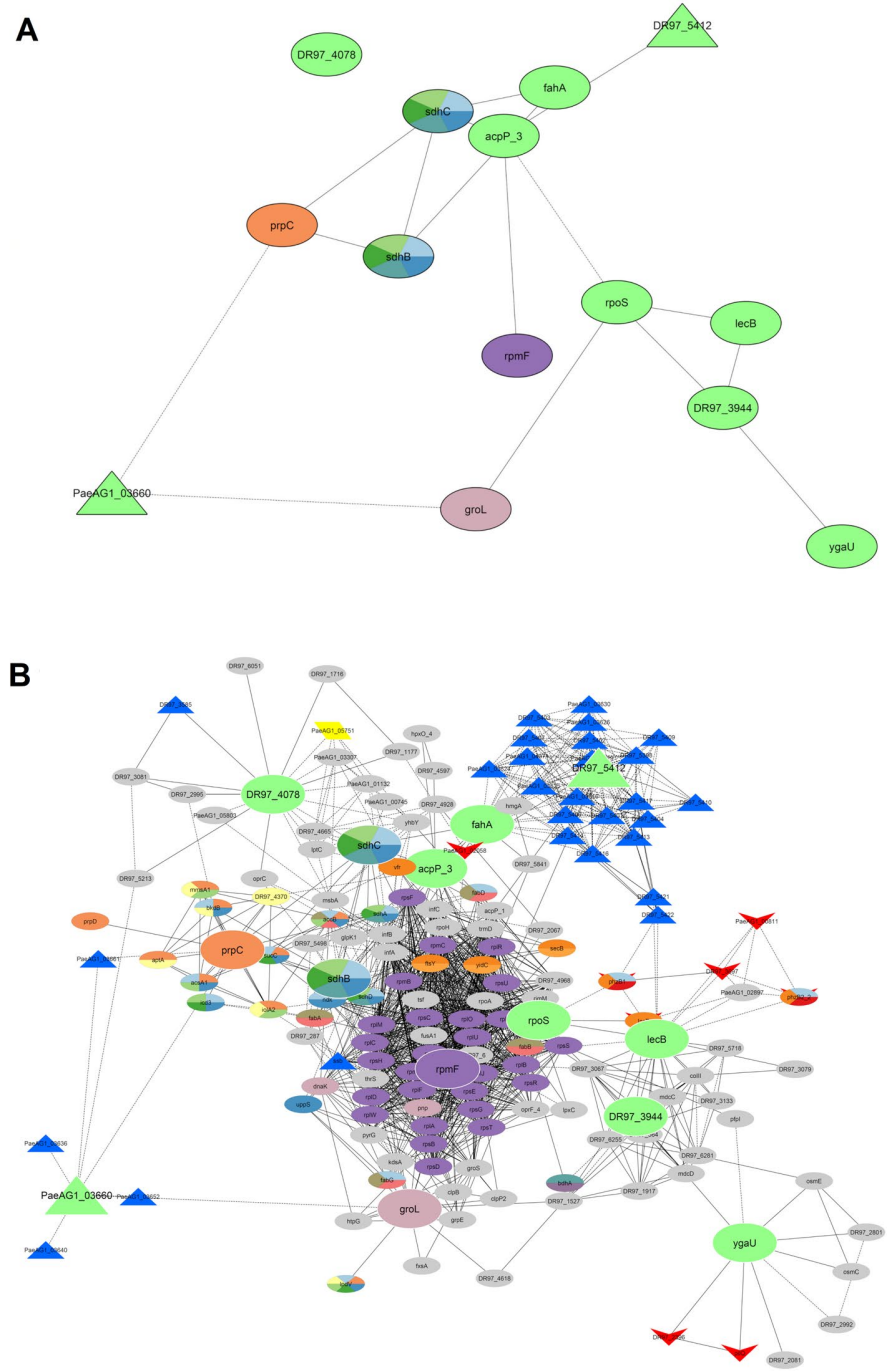
Identification of hub genes and first-stage subnetwork of their associated groups in PaeAG1 after treatment with ciprofloxacin. (**A**) Hub genes identification using cytoHubba (betweenness and bottleneck methods) in the network of DEGs (large nodes). Details in Table 4. (**B**) Subnetwork of nodes that directly interact with the 14 hub genes were used to build a first-stage elements network. Details of node shapes and colors are the same as described in Fig. 6.

**Table 3:** Pathways related to DEGs network of PaeAG1 exposed to ciprofloxacin, according to KEGG annotation.

KEGG term ID	Term description	Total gene count	DEGs 2.5 h		DEGs 5 h		Modules	Regulation (% DEGs)*
			Observed gene count	FDR	Observed gene count	FDR		
paeb01130	Biosynthesis of antibiotics	266	30	0.0015	34	0.00047	Brown, Yellow	Down (61%)
paeb01110	Biosynthesis of secondary metabolites	320	30	0.0352	31	0.0205	Yellow	Down (70%)
paeb00650	Butanoate metabolism	37	8	0.0133	9	0.0068	Yellow	Down (55%)
paeb01200	Carbon metabolism	126	15	0.0258	18	0.0068	Yellow	Down (80%)
paeb00020	Citrate cycle (TCA cycle)	30	7	0.0158	8	0.0068	Yellow	Down (75%)
paeb00061	Fatty acid biosynthesis	27	7	0.0131	9	0.0014	Yellow	Down (100%)
paeb01212	Fatty acid metabolism	49	8	0.0309	10	0.0068	Yellow	Down (90%)
paeb00405	Phenazine biosynthesis	20	5	0.0309	6	0.0127	Brown	Up (100%)
paeb00640	Propanoate metabolism	47	12	0.00061	16	3.87e-06	Brown, Yellow	Variable (50/50)
paeb03060	Protein export	15	5	0.026	3	0.0014	Yellow	Down (100%)
paeb02024	Quorum sensing	86	11	0.0317	14	0.0068	Brown	Up (69%)
paeb03010	Ribosome	55	27	1.95e-14	27	2.63e-13	Blue	Down (100%)
paeb03018	RNA degradation	17	5	0.0258	5	0.0273	Blue	Down (60%)
paeb00072	Synthesis and degradation of ketone bodies	10	4	0.0258	4	0.0273	Brown, Turquoise	Up (100%)
paeb00280	Valine, leucine and isoleucine degradation	46	11	0.0015	11	0.0023	Brown, Turquoise	Up (82%)

Annotation of modules of co-expressed genes and the general regulation are also included.

*Based on logFC of DEGs at both times 2.5 and 5 h.

### Only 14 hub genes are able to represent the key pathways regulated by CIP in PaeAG1

With the aim of identifying an inter-modular key or central genes in the DEGs network of PaeAG1 after exposure to CIP, an analysis of hub gene identification was conducted. This approach revealed 14 connected hub genes (Fig. 7A and details in Table 4). 

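Of the 14 genes of Table 4, 12 passed at 2.5 h, 13 at 5 h and 11 at both, with 10 up-regulated and 4 down-regulated. The LysM protein gene ygaU (PaeAG1_06246) rose from 48.5 ± 7.96 at 0 h to 166 ± 24.3 at 2.5 h (n = 3 each, logFC 1.76, SE 0.207, adjusted p = 7.7e-06 from limma) and was at 89.3 ± 10.6 at 5 h (logFC 0.87, not passing). The gene that Table 4 lists as acpP, PaeAG1_01864 at bases 1991101 to 1991340, is annotated as an acyl carrier protein and rose from 1.54 ± 0.321 to 9.82 ± 2.89 and 19.1 ± 2.48 (logFC 2.99, SE 0.200, adjusted p = 9.6e-09 at 5 h). PaeAG1_01229 and PaeAG1_01361, both of unknown function, had logFC of 1.13 and -1.18 at 2.5 h and 1.27 and -1.41 at 5 h. lecB was 3.39 above 0 h at 5 h, the largest logFC of the hub genes. The paper chose these genes on the same libraries, so their directions are not independent evidence. Without scaling, 1 of the 14 passed at 2.5 h and 4 at 5 h, and with a pseudocount of 5, 7 passed at 2.5 h. PaeAG1_01229 did not pass at 2.5 h without 2.5 h replicate 1 (0.95).

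**Figure D3:**
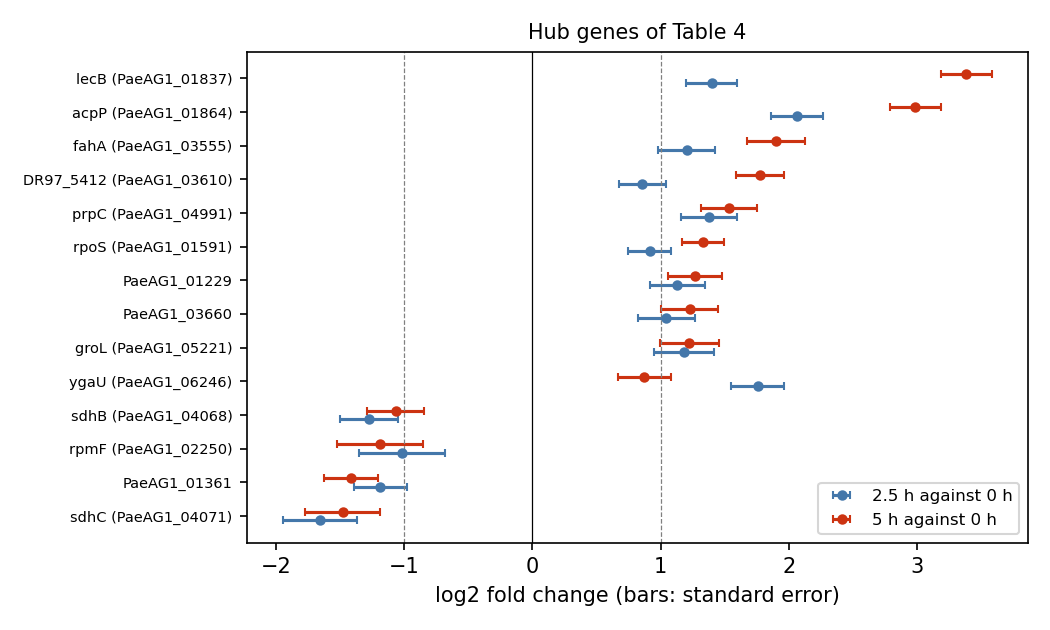
The logFC of the 14 hub genes at 2.5 and 5 h against 0 h (points), with the SE from limma (bars) and dashed lines at a logFC of 1 and -1. In the scaled values shown, 10 genes lie above 0 and 4 lie below 0 at both times.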

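PaeAG1_03660 (bases 3951447 to 3952193), annotated as the phage recombination protein Bet, had normalized values of 231 ± 27.2 at 0 h, 481 ± 84.1 at 2.5 h and 545 ± 87.0 at 5 h (n = 3 each). It passed in limma at 2.5 h (logFC 1.05, SE 0.221, adjusted p = 0.0015) and at 5 h (logFC 1.23, SE 0.221, adjusted p = 3.3e-04). PaeAG1_03610 (bases 3919643 to 3920758), which the annotation calls a lipoprotein and Table 4 a tail tape measure protein, was at 13.8 ± 1.43, 26.0 ± 3.55 and 49.7 ± 3.46. It passed at 5 h (logFC 1.78, SE 0.185, adjusted p = 1.6e-06) and had a logFC of 0.86 at 2.5 h. Between 5 and 2.5 h, PaeAG1_03610 differed by 0.92 and PaeAG1_03660 by 0.18, neither of which passed. Neither gene passed without scaling. PaeAG1_03660 at 2.5 h also did not pass with library total scaling (0.95), without 0 h replicate 3 (0.90) or without 2.5 h replicate 3 (0.92).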

Two genes, identified as PaeAG1_03660 and PaeAG1_03610, are part of the phage JBD44 and they were up regulated at 5 h. Topologically, they are part of the two identified phage gene clusters in the main network (Fig. 6). 

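sdhB, the iron-sulfur subunit of succinate dehydrogenase, fell from 41.9 ± 11.0 at 0 h to 16.4 ± 2.30 at 2.5 h and 19.2 ± 3.60 at 5 h (n = 3 each, logFC -1.27, SE 0.223, adjusted p = 3.5e-04 at 2.5 h from limma). sdhC, a membrane subunit, fell from 117 ± 48.0 to 35.8 ± 11.9 and 40.4 ± 12.0 (logFC -1.65, SE 0.291, adjusted p = 3.7e-04 at 2.5 h). The other subunit genes of this enzyme of the citrate cycle and the respiratory chain, sdhA and sdhD, had logFC of -1.45 and -1.58 at 2.5 h and -1.29 and -1.41 at 5 h. At 5 h, sdhB had -1.06 and sdhC -1.48, and all 4 genes lie between bases 4378208 and 4381451. Without scaling, sdhA, sdhB and sdhD passed at neither time. The median of the citrate cycle list that holds them was then -0.63 and -0.88, against -0.32 and -0.46 with scaling. sdhB at 5 h also did not pass with a pseudocount of 5 (-0.93) or without 0 h replicate 1 (-0.92), 0 h replicate 2 (-0.96) or 5 h replicate 3 (-0.90).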

Two genes, *sdhB* and *sdhC,* (down-regulated) have functions related to carbon and butanoate metabolism, and biosynthesis of secondary metabolites. Interestingly, the ribosomal protein L32 (*rpmF*, down-regulated), a chaperonin (*groL*, up-regulated) and the sigma factor (*rpoS*, up-regulated) were also identified as single molecular determinants of the network. Also, the *fahA* gene, which was previously recognized as a bottleneck for the phage genes cluster and coding for fumarylacetoacetase enzyme, was identified as a hub gene.

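rpmF (PaeAG1_02250), of ribosomal protein L32, was at 122 ± 83.7 at 0 h, 53.3 ± 15.9 at 2.5 h and 46.3 ± 6.90 at 5 h (n = 3 each). It fell by 1.01 on the log2 scale at 2.5 h (SE 0.334, adjusted p = 0.026 from limma) and by 1.19 at 5 h (SE 0.334, adjusted p = 0.01). The chaperonin gene groL (PaeAG1_05221) rose from 65.7 ± 15.0 to 148 ± 19.4 and 154 ± 31.1 (logFC 1.18, SE 0.232, adjusted p = 8.5e-04 at 2.5 h), with a logFC of 1.22 at 5 h. As plain ratios of mean values, the log2 differences at 5 h were -1.40 for rpmF, 1.23 for groL and 1.47 for rpoS. Neither rpmF nor groL passed without scaling or without 0 h replicate 3, where rpmF had -0.54 and -0.71 and groL 0.94 and 0.98 at 2.5 and 5 h. rpmF also did not pass without 5 h replicate 1 at either time (-1.00 and -1.24), nor at 2.5 h without 2.5 h replicate 1 (-0.90) or 2 (-0.91) or with a pseudocount of 5 (-0.97).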

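fahA (PaeAG1_03555, bases 3861205 to 3862503) rose from 12.9 ± 3.86 at 0 h to 30.2 ± 2.46 at 2.5 h and 49.9 ± 8.11 at 5 h (n = 3 each), with logFC 1.20, SE 0.223, adjusted p = 5.5e-04 at 2.5 h and logFC 1.90, SE 0.223, adjusted p = 5.0e-06 at 5 h from limma. fahA encodes the last enzyme of tyrosine degradation, of whose 7 genes 4 rose at 2.5 h and 5 at 5 h with none lower (4 and 5 when adjusted over the list alone). hmgA, of homogentisate dioxygenase, had logFC of 0.99 (not passing) and 1.46, and hpd, of the step before it, 1.33 and 1.27. The list's medians were 1.04 and 1.31, with camera adjusted p of 1.1e-04 and 1.2e-05 (adjusted p = 0.16 and 0.074 with an estimated correlation). No gene of the list differed between 5 and 2.5 h in limma, while 2 had an unadjusted p under 0.05, and fahA had 0.70 with an adjusted p of 0.11. Without scaling no gene of the list passed at either time, with medians of 0.72 and 0.86. Without 0 h replicate 3, 2 genes of the list passed at 2.5 h and fahA was not among them (0.91).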

**Table 4:** Characterization of hub genes in the DEGs network of PaeAG1 after treatment with ciplofloxacin.

PaeAG1 Locus ID	Gene name	Betweenness score*	Bottleneck score*	logFC 2.5 h*	logFC 5 h*	Co-expression module	KEGG Annotation**	Annotation details	Other studies***
PaeAG1_01864	acpP (PA2966)	6,268.3	17	2.64	3.63	Turquoise	Metabolic pathways, biosynthesis of antibiotics	Acyl carrier protein; fatty acid biosynthesis	↑ AZM, ↕ CIP COL
PaeAG1_06246	ygaU	6,340.4	–	1.79	0.9	Blue	–	LysM domain/BON superfamily protein	–
PaeAG1_04068	sdhB (PA1584)	6,401.4	–	− 1.37	− 1.17	Blue	Biosynthesis of antibiotics, Carbon metabolism, Citrate cycle (TCA cycle), Butanoate metabolism, Biosynthesis of secondary metabolites	Succinate dehydrogenase and fumarate reductase iron-sulfur family protein	↑ COL AZM ↓ CIP Cu
PaeAG1_04991	prpC (PA0795)	6,485.7	14	1.58	1.7	Turquoise	Propanoate metabolism	Belongs to the citrate synthase family	↑ H_2_O_2_ CIP ↓ AZM ↕ COL
PaeAG1_03610	DR97_5412	7,285.4	15	0.9	1.84	Turquoise	–	Phage: JBD44; Tail tape measure protein	–
PaeAG1_05221	groL or groEL (PA4385)	8,440.2	–	1.16	1.21	Turquoise	RNA degradation	60 kDa chaperonin; Prevents misfolding and promotes the refolding and proper assembly of unfolded polypeptides generated under stress conditions	↑ CIP Cu ↓ AZM ↕ H_2_O_2_
PaeAG1_04071	sdhC (PA1581)	8,716.8	–	− 1.68	− 1.54	Brown	Biosynthesis of antibiotics, Carbon metabolism, Citrate cycle (TCA cycle), Butanoate metabolism, Biosynthesis of secondary metabolites	Succinate dehydrogenase, cytochrome b556 subunit	↑ AZM ↓CIP Cu
PaeAG1_03660	PaeAG1_03660	9,477.2	17	1.05	1.23	Turquoise	–	Phage: JBD44	–
PaeAG1_03555	fahA (PA2008)	11,245.9	16	1.19	1.93	Turquoise	Tyrosine metabolism	Fumarylacetoacetase	↑ CIP ↕ COL ↓ Cu AZM
PaeAG1_01837	lecB (PA3361)	13,150.8	17	1.71	3.88	Turquoise	Quorum sensing	fucose-binding lectin PA-IIL	↑ CIP COL AZM
PaeAG1_01229	DR97_3944	–	15	1.3	1.45	Brown	–	Uncharacterized protein	–
PaeAG1_01591	rpoS (PA3622)	–	15	1.03	1.49	Turquoise	Transcription machinery	RNA polymerase sigma factor RpoS	↑ COL CIP ↓ AZM ↕ Cu
PaeAG1_01361	DR97_4078	–	19	-1.22	-1.48	Brown	–	Uncharacterized protein	–
PaeAG1_02250	rpmF (PA2970)	–	22	-1.17	-1.39	Brown	Ribosome	Ribosomal protein L32; Belongs to the bacterial ribosomal protein bL32 family	↓ CIP H_2_O_2_ ↕ COL Cu

*Cases with gray numbers refer to genes which were no selected as a DEG at that time (logFC and adjusted *p*-value).

**Cases with “-” refer to no annotation information.

***Results from other studies: ↑ up-regulated, ↓down-regulated, ↕ variable regulation or “– “ no information. All results from GEO-NCBI according to stress conditions: Cu (copper) from (Teitzel et al., 2006), CIP (ciprofloxacin) from (Cirz, O’Neill, Hammond, Head, & Romesberg, 2006), COL (colistin) from (Cummins, Reen, Baysse, Mooij, & O’Gara, 2009), AZM (Azithromycin) from (Kai et al., 2009) and H_2_O_2_ (hydrogen peroxide) from (Chang, Small, Toghrol, & Bentley, 2005).

Analysis of gene clusters of first-stage connected genes (Fig. 7B) showed not only the same profile of enriched pathways for those hub genes (Fig. 7A), but also other pathways such as lipids metabolism, phenazine biosynthesis, quorum sensing and others. These groups include many elements of phages, virulence factors and multiple uncharacterized genes, as well as one antibiotic resistance gene (PaeAG1_05751). The logFC values at time 5 h are shown in Figure S4C.

Six hub genes were consistently identified by both bottleneck and betweenness approaches (Table 4). Together with *rpoS* and *groL*, eight hub genes (57%) are part of the turquoise module, and all of them are up-regulated by CIP. All other genes are part of the brown (4) and blue modules (2). Only four genes were found to be down regulated, three of them belonging to the brown module.

To compare the expression profiles of hub genes to other studies, we included information in Table 4 of the effect of perturbations or stressors of *P. aeruginosa* in the modulation of gene expression. Similar effects of CIP on hub genes were found when comparing our results to a previous report^26^. The effects of azithromycin seem to be opposite to CIP for these genes. More variable results were found for other perturbations (e.g. colistin, copper and H_2_O_2_); and *lecB* was the only hub gene that was up-regulated for all perturbations.

Thus, as expected, hub genes are strongly linked to elements of highly connected gene clusters and at the same time with the key pathways in response to CIP. Together, these three elements (hub genes, gene clusters and enriched pathways) represent the determinants of the response to CIP in PaeAG1, many of them related to the bacterial growth modulation, as initially hypothesized.

### Concentration dependent effect of CIP in PaeAG1 phage induction

According to transcriptomic analysis, phage genes were up-regulated under 12.5 μg/mL CIP treatment in PaeAG1. To validate these results at phenomic level, evaluation of lytic plaque formation was done using a phage plaque assay. As shown in Fig. 8A, after treatment with 12.5 µg/mL CIP, phage induction was increased by tenfold (1,000 PFU/mL) with respect to control condition without antibiotics, in concordance with the molecular findings. More drastic changes were evidenced for higher concentrations, where more than 10 000 or 100 000 PFU/mL were quantified for PaeAG1 after treatment with 25.0 and 50.0 µg/mL CIP concentrations, respectively. Figure 8C shows phage plaques on culture plate during in vitro assays. Unlike CIP, when the same analysis was done for imipenem and tobramycin (supplementary assay), no induction was evidenced. Indeed, a slight reduction was observed for imipenem (Supplementary Figure S1C–E, right).

**Figure 8:**
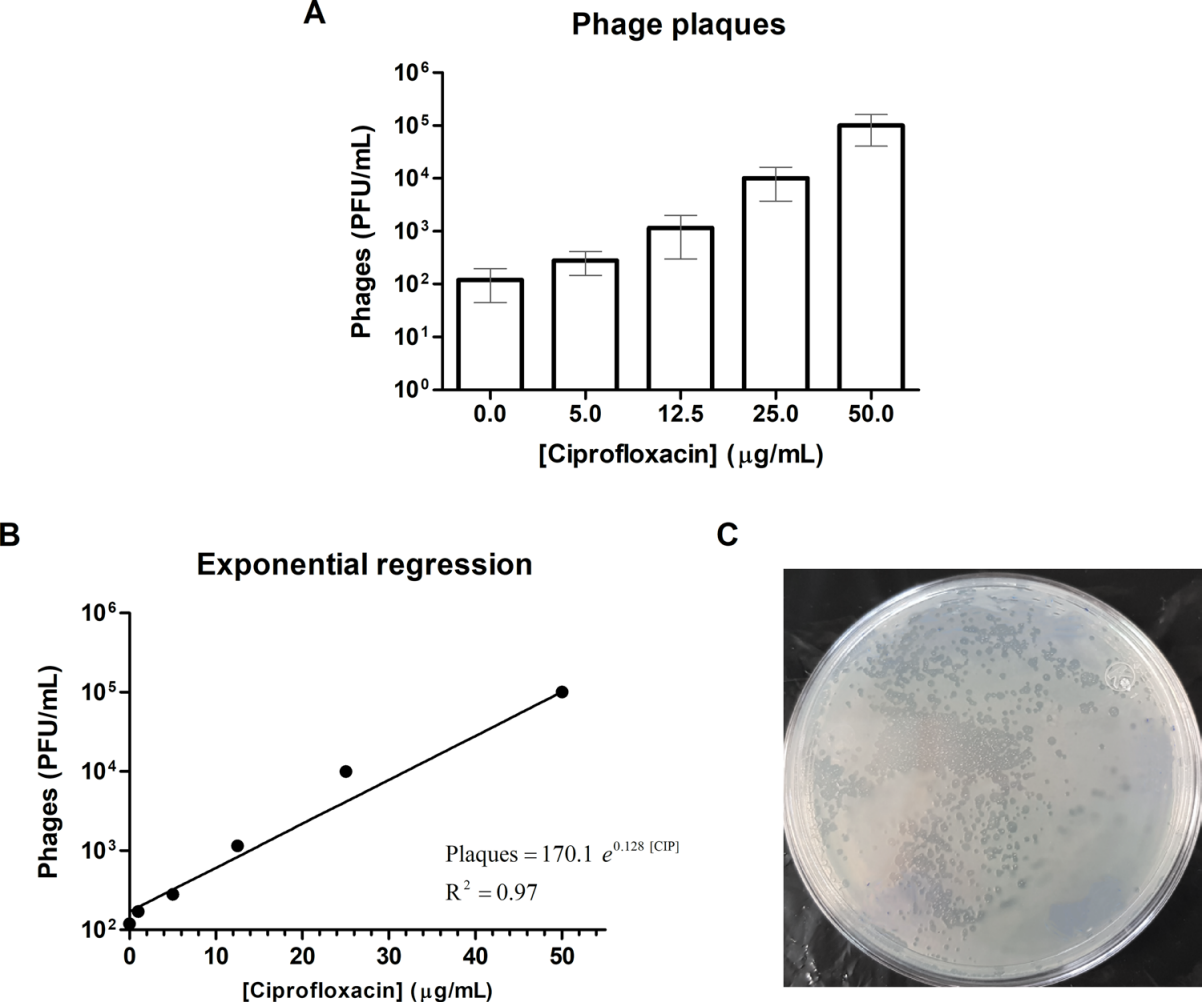
Phage plaques assay of PaeAG1 after exposure to ciprofloxacin. (**A**) Phages of PaeAG1 are induced under CIP exposure, with a pattern of higher induction of phage plaques at higher concentration of the drug, evidenced with an exponential regression as shown in (**B**). (**C**) Example of visualization of phage plaques on culture plate during in vitro assays.

Analysis of module genes to traits of PaeAG1 (phage production and time after CIP exposure) is presented in Fig. 5B. This analysis revealed a significant association of gene expression of the blue module, with changes at 2.5 h after CIP treatment and the low phage induction at this same time point. 

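The median of the centred log2 values over the 124 blue genes was -0.52 ± 0.31 at 0 h, 0.35 ± 0.22 at 2.5 h and -0.02 ± 0.05 at 5 h (SD, n = 3 each). It was 0.88 higher at 2.5 h than at 0 h, 0.50 higher at 5 h than at 0 h, and the difference between 5 and 2.5 h was -0.37. An exact permutation test, two-sided, gave p = 0.1 for each of these differences, the smallest p that 3 against 3 libraries allow. ygaU is a member of this module and had a difference of -0.88 between 5 and 2.5 h (adjusted p = 0.024 from limma), which did not pass on fold. The module holds members that moved in opposite directions, with 65 genes up-regulated and 57 down-regulated at 2.5 h and 39 and 34 at 5 h, so its median describes only the balance between them. The first principal component of the blue genes gave differences from 0 h of 1.68 and 1.30, and one of -0.39 between 5 and 2.5 h (exact permutation p = 0.2). The yellow genes, most of which fell, had differences from 0 h of -1.14 at both later times, while the brown genes, which also moved both ways, had 0.64 and 0.60, and these also had exact permutation p = 0.1. By the first principal component the differences were -1.67 and -1.63 for yellow and 1.53 and 1.59 for brown. Plaque counts were not analysed here, so no relation to phage induction was computed.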

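The median of the centred log2 values over the 239 turquoise genes was -0.68 ± 0.06 at 0 h, 0.09 ± 0.16 at 2.5 h and 0.50 ± 0.16 at 5 h (SD, n = 3 each). It was 0.78 higher at 2.5 h and 1.19 higher at 5 h than at 0 h, and 0.41 higher at 5 h than at 2.5 h. Each difference had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 against 3 libraries allow. prpC, a member of the module, went from 3.11 ± 0.879 to 9.79 ± 2.88 and 10.8 ± 2.00, and JBD44 gene PaeAG1_03646, another member, had a difference of 0.54 between 5 and 2.5 h that did not pass in limma. The members moved both ways, with 91 genes up-regulated and 35 down-regulated at 2.5 h and 149 and 81 at 5 h, so the median describes only the balance between them. The first principal component of the turquoise genes gave differences from 0 h of 1.29 and 2.06. The genes were grouped by the paper on these libraries, so the differences are not independent evidence.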

In a similar way, the turquoise module was significantly associated with changes of gene expression at 5 h and stronger phage induction. Other modules were not directly associated with these traits.

Altogether, these results indicate that phage induction in PaeAG1 is strongly dependent on CIP concentration, as shown with an exponential regression (R^2^ = 0.97) in Fig. 8B.

## Discussion

*P. aeruginosa* is a remarkable organism that can successfully resist, adapt, and survive in a wide variety of environments^29^. This versatility is conferred by the large proportion (> 8%) of regulatory genes encoded in its large genome (6–7.5 Mb, 7.2 Mb in the case of PaeAG1)^5,22^. This particular case of PaeAG1 strain is a high-risk ST-111 strain isolated from an immune-compromised patient in a Costa Rican Hospital, with resistance to multiple antibiotics including CIP and carbapenems. Although many *P. aeruginosa* strains are resistant to CIP^6,10,12,48^ and other antibiotics, the effects of sub-lethal concentrations on the development of antibiotic resistance had been ignored for decades due to the assumption that resistance emerges only with lethal concentrations (> MIC)^14^.

Therefore, we evaluated the effect of different CIP concentrations on PaeAG1 growth rate (Fig. 2). We detected a concentration-dependent reduction of growth rate as the CIP concentration was increased, similar to another study with CIP in *P. aeruginosa*^12^. We then employed RNA-Seq analysis to investigate the influence of a sub-inhibitory CIP concentration on the gene expression of PaeAG1 and its relationship with the bacterial growth, similar to recent studies in *P. aeruginosa*^76,77^ and other bacteria^16,44,78–81^. Differential expression analysis (Fig. 3) highlighted 518 DEGs at 2.5 and 5 h. Contrasting results have been previously reported in *P. aeruginosa* after CIP exposure, with some variations attributed mainly to differences in CIP concentration, time after exposure and/or the technical approach^12,26,48^.

We used a top-down systems biology approach to build the interaction network across the 518 DEGs. Interactions were modeled using a database-based method and co-expression analysis. A total of 14 hub genes, gene clusters and 15 KEGG pathways were associated with the molecular response to CIP, many of them related to bacterial growth, in line with other studies^26,82,83^. Discovery and description of these strong relationships between genes provided not only biological insights of the molecular regulation under stress conditions^42^, but also helped to reduce data complexity to only several central elements^40^, as other studies in *P. aeruginosa* PAO1^47^ and *E. coli*^40^.

### Sigma factor RpoS as a hub gene

Not surprisingly, one of the identified hub genes in PaeAG1 after CIP treatment was *rpoS*. This gene was only up-regulated at 5 h after exposure, suggesting a late regulation in comparison with other DEGs. RpoS is considered a master regulator of the general stress response^35^ which is induced when bacterial growth decreases, or under starvation, antibiotics and osmotic or oxidative stress^18^. In addition, RpoS participates in the protection of cellular macromolecules^18^, modulation of metabolism, virulence, and changes in cell envelope and morphology^11^. The overexpression of RpoS suggests that bacteria enter a stationary phase-like state upon stress conditions, as reported previously^44^. This is further supported by the observed significant lack of growth of bacteria under CIP treatment of various concentrations.

According to growth curves, PaeAG1 was in exponential phase at the time points used for the transcriptomic analysis (Fig. 2 and supplementary Figure S1A). This is a key point to ensure that RpoS induction (and all the response) is explained by the antibiotic and not due to stationary-phase entry (i.e. experimental design). The reliance of the observed changes on CIP treatment was further supported by the fact the curves at same conditions showed no changes for imipenem or tobramycin antibiotics (supplementary Figure S1C–E). Other fluoroquinolones were not tested for their effect on the production of phages in PaeAG1.

In addition, DNA binding site analysis using consensus sequence described in^75^ revealed 49 sites for RpoS in PaeAG1 genes, however none of these were found to be DEGs. In the same work, RpoS was regulating 772 genes at the stationary phase, of which 41 genes (5%) were identified as DEGs in our study. Since our analysis was performed at the exponential phase, the small number of common genes could be attributed to growth phase differences in each study. In another study using a de novo approach to identify binding sites using ChIP-Seq, RpoS showed to have 199 binding motifs in *P. aeruginosa* PA14^37^, including six transcription factors. In PaeAG1, 23 of these 199 genes corresponded to promoter regions of DEGs, including the RhlR and RpoS (itself) transcription factor genes. This suggests that 12% of the RpoS regulon was modulated by CIP in PaeAG1. Interestingly, context-centric analysis revealed that up to 28 transcription factors (including RpoS) are associated with the response to CIP, regulating gene expression with pleiotropic consequences and defining a crosstalk among factors in *P. aeruginosa*^37^.

On the other hand, the RpoS response contributes to the robustness of bacterial cells facing stress conditions, acting synergistically with the SOS response^18^. Although SOS response is known to be induced by CIP in *P. aeruginosa* and other bacteria^20,26,27,84^, in this study the SOS response was not significantly induced in response to CIP treatment at 2.5 and 5 h. The absence of SOS induction may be due to the timing and concentration of CIP treatment. In *E. coli,* dynamic models have shown that the time of response to cell stress is very fast, and stability of the SOS response can be achieved in minutes, around 30 min according to^85^ or up to 90 min according to^86^, until homeostasis is recovered or stronger stress responses are induced. Also, the SOS regulon of *P. aeruginosa* was established using a supra-inhibitory CIP concentration (8 × MIC) at times 30 and 120 min^26^. These differences in concentration and time (0.4 × MIC at 2.5 and 5 h for PaeAG1) could explain absence of SOS elements as DEGs. Our results are similar to another proteomic study using *P. aeruginosa*; profiles at 1.5, 5.5 and 14.5 h after CIP treatment were evaluated, and neither LexA nor other SOS proteins were differentially expressed, except for RecA, which was found to be up-regulated^87^.

### Phage induction as a response determinant

Regarding phage genes, two gene clusters with hub genes were defined in PaeAG1 after CIP treatment. Phage induction is known to be modulated upon stress conditions, including the SOS response^88^. As found recently for some antimicrobials, phage activity is product of pleiotropic regulation^89^. In the presence of sub-lethal concentrations of certain antibiotics, phages have been observed to be induced or to form larger phage plaques^88,90^. Under fluoroquinolones exposure, *P. aeruginosa* DNA is affected and the SOS response is triggered. In a similar manner to LexA, repressor cleavage reaction is stimulated by activated RecA, allowing virus assembly^91,92^, and killing of the bacterium^93^. In some cases, alternative RecA-independent mechanisms have been described^91,94^.

PaeAG1 has six prophages in the genome, including two complete elements^5^. After CIP exposure 85 phage genes were up-regulated, most of them from JBD44 (65 genes out of 105 JBD44 genes). In the co-expression analysis, when association between modules and traits was assessed, the turquoise module (Fig. 5) was significantly related to CIP exposure time and phage induction, indicating a coordinated gene expression activity belonging to this cluster/traits (Fig. 5B).

Although general information on PaeAG1 phages is scarce, there is evidence to suggest that JBD44 is one of the most prevalent in *P. aeruginosa*^95^. Effects of JBD44 induction on growth have been previously described in *P. aeruginosa* PAO1, showing that JBD44 expression significantly decreased the growth of PAO1, unlike other phages^96^. Similarly, SOS-mediated phage induction has been reported in *P. aeruginosa* PAO1^12,26^ and LESB58^97^. In addition, effect evaluation of several antibiotics found that CIP and norfloxacin (another fluoroquinolone) caused a high level of phage induction, but variable results were found for other antibiotics^92^. As observed in our experiments, no induction was found for imipenem nor tobramycin (supplementary Figure S1C–E).

The underlying relationship between the up-regulation of multiple phage genes in PaeAG1 after CIP exposure and the effect on bacterial lysis was validated through the effect of CIP concentrations in the phage induction. A concentration-dependent effect of CIP on both growth curves (rate reduction, Fig. 2) and phage plaques formation (exponential increment, Fig. 8) was demonstrated. This validated the transcriptomic findings of up-regulation of phage genes in PaeAG1.

In congruence with this and the enriched pathways in PaeAG1, it has been reported that cells can adapt to stresses by disrupting their own metabolism in such a way that will impair the success of phage activity^98^. This implies that effects are observed not only on the host cell fate but also modulation of different responses, including RpoS regulation. These changes can be a product of tight modulation of functions reliant on molecular interactions from both phage and bacteria^99^. Similarly, as phages generally appear to consume amino acid metabolites^100^, the bacterial up-regulation response of genes involved in amino acid catabolism has been suggested as a strategy for reducing the infection success^98^ and disrupting phage propagation^100^. Blasdel et al. 2017 found that *maiA, fahA, hmgA* and *hpd* genes of tyrosine catabolism were up-regulated by *P. aeruginosa* during phage activity^98^. In our study, all four genes were up-regulated, including *fahA* as a hub gene and a bottleneck element for the main phage gene cluster, indicating a catabolic effect after exposure to CIP that may be related to phage induction. More details of the *fahA* gene are discussed later.

Although different possibilities of the regulation of phage genes have been suggested, in the case of PaeAG1 phages, most of the predicted phage genes cannot be associated with a putative function, as in other studies^26^. This complicates the interpretation of the results for particular genes^99^. Validation of phage induction at phenomic level in congruence with transcriptomic results suggests that modulation of phages by CIP (but not for imipenem or tobramycin as discussed before) in PaeAG1 is possible. This is particularly relevant since this strain is a ST-111 high-risk clone and a critical organism Priority 1 (resistant to carbapenems) according to WHO^8^. Modulation could be achieve targeting phage production as a therapeutic option, with the advantage that the induced phages are resident elements of the genome and not exogenous elements as in other studies. Thus, treatment of antibiotic-resistant bacterial infections can potentially be improved by using phage therapy and traditional antibiotics, regardless if cells are growing in biofilms or as planktonic bacteria^88^. In addition, phage therapy can be used as a bactericidal element against multiresistant strains^93^. However, this does not necessarily apply to all *P. aeruginosa* strains since phage induction in other cases (with different strains and antibiotics) have been shown to be variable^92^.

### Other transcriptomic determinants

Of the 15 pathways recognized as enriched in PaeAG1 after CIP treatment, ribosomal activity, RNA degradation and several metabolic routes were prominently enriched with respect to others. Reduction in the abundance of ribosomal proteins and protein implicated in cell division over time indicate a shift by tolerant cells away from growth^87^, as it was evidenced by the changes in the growth curves under different CIP concentrations in PaeAG1. In the case of ribosomal activity, a cluster is clearly recognized in the whole network and the subnetwork of hub genes, where the *rpmF* gene is the up-regulated hub element. The *rpmF* gene encodes for the 50S ribosomal subunit protein L32, which is responsible for protein synthesis and membrane lipid synthesis^101^. It is also involved in multidrug tolerance by modulating biofilm formation and persister cell induction^102^.

Regarding metabolism, several reports have shown a down-regulation of energy production and carbohydrates, amino acids and lipids metabolism^15,36,87,103, 104^. Five hub genes (*sdhB, sdhC, prpC, acpP* and *fahA*) are particularly associated with metabolism. For instance, *fahA* is key in the inhibition of amino acid metabolism^105^*,* coding for a fumarylacetoacetase necessary for the tyrosine catabolism pathway. In addition, *fahA* is a topological bottleneck in the networks (Fig. 6A–C), separating the main phage genes cluster from the rest of the nodes. As detailed before, regulation of this gene could be used to restrict amino acids access to the phage and thus restraining the full phage activity^98^.

In the case of RNA degradation pathways, we identified groL (or groEL) as a hub gene, a homolog of heat shock protein 60^106^. DnaK and GroL are major ubiquitous chaperones that play crucial roles in promoting protein folding during normal growth and under stress conditions^107^ such as oxidative stress, antibiotics or heat^26,107,108^. In PaeAG1, both chaperones were up-regulated.

In relation to virulence factors, CIP modulated adherence and phenazines. A total of 19 DEGs implicated in adherence were identified with down-regulation observed for LPS O-antigen, flagella, and type IV pili biosynthesis elements. Similar results were found for *P. aeruginosa* after CIP treatment in another study^26^. Under other stress conditions, this down-regulation has been suggested to be a mechanism to avoid biofilm formation as a possible way to escape as planktonic cells^46^ and, in general, to modulate mechanisms for colonization, survival and invasion within the host tissues^93^.

Regarding phenazines, six genes were up-regulated. This profile is associated with tolerance to oxidative stress, iron availability, biofilms, virulence and killing microbial competitors^109^. Phenazine biosynthesis is regulated by the Rhl^76^ and PQS^110^ quorum sensing systems in *P. aeruginosa*. The *rhlR* gene was found to be up-regulated, suggesting a possible regulation of the phenazines.

More details of specific genes and their relationship with other virulence factors, antibiotic resistance and other responses (all with few number of DEGs) are discussed in the supplementary material “Extended discussion: Other transcriptomic determinants of PaeAG1 in response to CIP”.

Altogether, the transcriptomic analysis in PaeAG1 allowed us to identify key molecular determinants of the response to CIP, many of them related to the bacterial grown, such as RpoS and phage induction. This agrees completely with our hypothesis in which transcriptomic response to CIP was related to bacterial growth modulation. After a DNA damage response is induced by sub-inhibitory CIP treatment, there is a subsequent pathway modulation and transcriptional changes that define changes in the bacterial growth. A conceptual representation of these results is shown in Fig. 9, aiming to integrate our results, literature reports and possible unknown connections.

**Figure 9:**
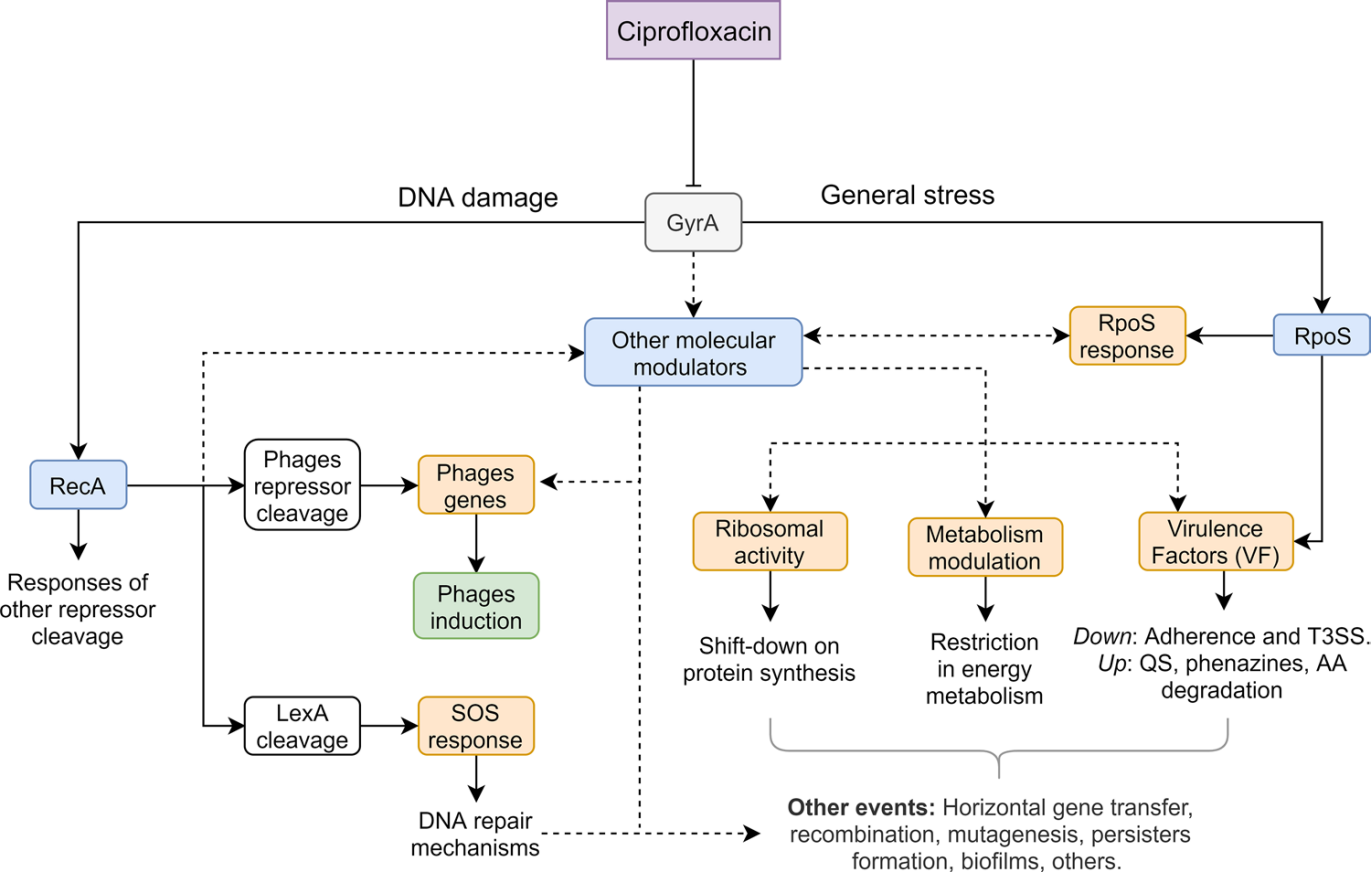
Conceptualization of effects of ciprofloxacin treatment in PaeAG1 at the molecular level. Effects of DNA damage triggers RecA increment, which cleaves different repressors such as LexA, inducing the SOS response, but also phages induction repressors, and other elements. The general stress induces the RpoS response, modulating different responses and virulence factors. Other modulators induce changes in the metabolic state of cells, expression of virulence factors, as well as the down-shift in ribosomal activity. Together, all changes imply modulation of multiple responses with pleiotropic effects at a molecular level and regulation of phenotypes to face the stress given by the antibiotic.

All these features are particularly relevant for high-risk strains, such as PaeAG1. As it has been suggested, the biological markers of *P. aeruginosa* high-risk clones could be useful for the future design of specific treatments and infection control strategies^7^. Thus, more detailed analyses are needed to study the different levels of transcriptomic regulation in PaeAG1, including targeted expression analysis, other stress conditions, genetic and phenotypic variability, validation of the effect and power of hub genes, explorations of the relationship between presence of specific virulence traits and severity, and phage induction as a potential therapy.

## Conclusions

In this work, we report a concentration-dependent reduction of PaeAG1 growth rate upon increasing sub-inhibitory CIP concentrations by comparing growth curves. The RNA-Seq analysis of PaeAG1 after treatment with a sub-inhibitory CIP concentration allowed us to identify 518 DEGs along time at 2.5 and 5 h. Using a top-down systems biology approach, we identified diverse transcriptomic determinants: 14 hub genes, multiple gene clusters and 15 enriched pathways. These included down-regulation of pathways related to metabolism, ribosomal activity and adherence factors, most of them related to bacterial growth reduction. Phages, phenazines and specific virulence factors were found to be up-regulated. In most cases, hub genes and complex relationships were identified, showing pleiotropic effects that are mainly illustrated by clusters of highly connected genes. Two particular clusters of phages genes were up-regulated by CIP. Validation of CIP effects on phage induction was done at phenomic level with a phage plaque assay, showing an exponential induction as CIP was increased. To our knowledge, this is the first report of the analysis of CIP response in a ST-111 high-risk *P. aeruginosa* strain, in particular by a combined strategy using a top-down systems biology approach. This led us to identify transcriptomic determinants in response to CIP, including resident phages induction as a potential therapeutic strategy to overcome antibiotic resistance.

## Supplementary information

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Figure S4.

Supplementary Information 1.

Supplementary Information 2.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Script 1.

Supplementary Script 2.

Supplementary Script 3.

## Data Availability

The RNA-seq raw data and processed files of transcripts quantification are available at the NCBI Gene Expression Omnibus (GEO) database under accession number GSE139866. Processed data and scripts for bioinformatics analyses (RNA-Seq data, differential expression using DESeq2 and co-expression analyses) are available at https://github.com/josemolina6/PaeAG1_CIP_RNA-Seq). Genome sequence and annotation files in all required formats for mapping and quality control of the RNA-Seq reads alignment are available from our previous work at https://github.com/josemolina6/PaeAG1_genome. More details of the genome assembly and annotation in^5^.

## Abbreviations

CIP: Ciprofloxacin
DEGs: Differentially expressed genes
GGI: Gene–gene interaction
GSEA: Gene set enrichment analysis
KEGG: Kyoto encyclopedia of genes and genomes
MIC: Minimum inhibitory concentration
MLST: Multilocus sequence typing
OD_600nm_: Optical density measured at 600 nm
PaeAG1: *Pseudomonas aeruginosa* Strain AG1
PCA: Principal components analysis
QC: Quality control
RNA-Seq: RNA sequencing
ST-111: Sequence type 111
WGCNA: Weighted gene co-expression network analysis
WHO: World Health Organization (WHO)

# Supplementary material for: Transcriptomic determinants of the response of ST-111 Pseudomonas aeruginosa AG1 to ciprofloxacin identified by a top-down systems biology approach
**Source:** Sci Rep. 2020 Aug 13;10:13717. doi: 10.1038/s41598-020-70581-2
**Supplement:** Supplementary file 5 — Supplementary Information 1.

**Extended discussion: Other transcriptomic determinants of PaeAG1 in response to CIP**

According to the different stages of the *P. aeruginosa* lifestyle between planktonic and sessile cells ^1^, the general profile of PaeAG1 after CIP exposure can be considered close to a planktonic cell where a non-active or survivor state enters to a stationary phase under stress conditions. This observation is congruent with a recent study in *P. aeruginosa* PAO1-UW, in which a transcriptomic analysis revealed that CIP treated cells had a similar profile to untreated biofilms forming cells (only 82 DEGs were identified), meanwhile more than 1700 genes were differentially expressed when treated cells were compared against to untreated planktonic bacteria ^2^.

*Other molecular responses*

Some stress responses mediate adaptation to conditions that cause protein misfolding in the periplasm, altered or impaired cell wall biogenesis, and cell wall remodeling ^3^. In congruence with this, another of the hub genes, *ygaU* (up-regulated at 2.5 h), is known to be directly regulated by RpoS in a cluster of genes related to general stress adaptation in *E. coli* ^4,5^. In *E. coli,* *ygaU* gene is related to bacterial envelope remodeling and is induced in response to a variety of stress conditions as well as alterations in cell wall composition ^3^.

On the other hand, LexA-DNA binding sites analysis found the 15 genes of the SOS response, *psrA* and *grpE,* and others. Although none of the SOS regulon genes were differentially expressed in PaeAG1, a possible LexA activity at initial times after CIP exposure can be suggested since *psrA* and *grpE* genes resulted up-regulated at 2.5 and 5 h, with effects on complementary responses to stress, as previously studied ^6,7^. In this context, PsrA regulates RpoS activity by binding to the promoter region of *rpos*, as previously described ^6^. In PaeAG1, both *rpoS* and *psrA* were found to be up-regulated under CIP exposure.

Regarding antibiotic resistance genes, only three genes were regulated by CIP in PaeAG1. The two genes of blaIMP-18 and blaOXA-2 lactamases (both in two independent integrons) were down-regulated. This contrasts with other studies were it has been shown that class I integron expression and recombination can be stimulated by antibiotic exposure ^8^. In addition, *ampC* (coding for another lactamase) was also down-regulated. AmpC overexpression has been shown in *P. aeruginosa* upon treatment with multiple antibiotics, including ceftazidime ^9^ and CIP ^10^. However, down regulation was shown using azithromycin ^11^ and copper ^12^, as in PaeAG1. AmpC is modulated by AmpR, a master regulator of gene expression in *P. aeruginosa,* which also modulates RpoS and multiple virulence factors ^13^.

Although our study is focused on the response to sub-inhibitory CIP concentration and not on specific antibiotic resistance mechanisms (including the effect of *gyrA* mutations), further transcriptomic analysis in PaeAG1 considering other CIP concentrations or interaction with other antibiotics, as well as comparison to other strains, could be used to identify particular patterns regarding resistance mechanisms. In this sense, an exhaustive transcriptome-wide association study found key genetic determinants of antibiotic resistance in 135 clinical *P. aeruginosa* isolates, including some particular patterns of resistance to fluoroquinolones and genomic data of gene expression and sequence variations in *gyrA* ^14^.

*Other virulence factors*

Virulence factors of *P. aeruginosa* include cell-associated elements such as
flagella, pili, lectins, alginate/biofilm, and lipopolysaccharide, as well as extracellular factors including proteases, cytotoxins, pyocyanin, siderophores, exotoxin A, and exoenzymes ^15^.

Two hub genes, *sdhB* and *sdhC,* are part of the succinate dehydrogenase *sdhABCD* operon, which encode enzymes that participate in aerobic and anaerobic metabolism, particularly in the tricarboxylic acid cycle ^16^. These genes were down-regulated in PaeAG1 after CIP exposure, similar to other studies under stress conditions ^10,12^. These *sdhABCD* genes are modulated negatively by *prrF* gene in *E. coli*, which contributes to iron homeostasis and also represses genes encoding enzymes for the degradation of anthranilate, a precursor of the *Pseudomonas* quinolone signal (PQS), one of the quorum sensing systems in *P. aeruginosa* ^17^. PQS is related to the expression of many virulence factors in *P. aeruginosa* ^17^, and its formation requires the up-regulation of *pqsABCDE* and *phnAB* operons ^18^ and metabolites including fatty acid metabolism and tricarboxylic acid cycle ^17^. In PaeAG1*, pqsB, pqsD, pqsE* and *phnB* genes were up regulated in both 2.5 and 5 h, suggesting activity in the modulation of virulence factors after CIP treatment. In the case of *prpC*, coding for citrate synthase 2, this is also involved in the tricarboxylic acid cycle, as well as it is a regulator of the T3SS ^19,20^. In PaeAG1 it was found to be up-regulated, as other reported cases ^10,21^.

For *acpP,* this hub gene codes for an acyl carrier protein (ACP) that plays a key role in fatty acid and complex lipid synthesis ^22^, proteins and non-ribosomal peptides synthesis, and as an inducer of quorum sensing ^22,23^. In addition, RpmF regulates several fatty acid biosynthetic genes such as *fabH, fabD* and *fabG,* all belonging to an operon related to the regulation of the synthesis of ribosomes, cell membranes and lipid biosynthesis ^24^*.* All three *rpmF, fabD* and *fabG* were down regulated in PaeAG1, suggesting a reduced protein and lipid synthesis after exposure to CIP (contrasting to phage proteins).

Another identified hub gene was the virulence factor *lecB*. This gene codes for lectin B and its expression is regulated by RpoS and quorum sensing systems in *P. aeruginosa* ^25^. The primary functional roles attributed to lectins is to mediate attachment to the host during infection, mediating adherence of *P. aeruginosa* to abiotic surfaces or target host cells ^26^. It binds to the outer membrane protein OprF during biofilm formation ^25^. Thus, LecB is a key adherence element that is involved in pathogenicity of *P. aeruginosa* by biofilm formation. After CIP treatment, *lecB* and *oprF* were found to be up-regulated in PaeAG1, as shown for other studies with CIP ^10^, colistin ^27^ and azithromycin ^11^.

Regarding quorum sensing, P. aeruginosa has four systems (Las, Rhl, PQS and IQS) ^15^. Although RpoS controls the synthesis of regulators of quorum sensing ^28^ after the general stress response induction ^29^ and these systems are well known to regulate the synthesis of many virulence factors ^30^, only one DEG was directly identified as part of the quorum sensing sytems, the *RhlR* gene (up-regulated). Other presumptive elements indirectly related to the PQS system were regulated by CIP, as discussed before, including the *pqsABCDE* and *phnAB* operons ^18^.

In relation to the five secretion systems of *P. aeruginosa*, only two genes were identified as DEGs, *pscE* and *yopB*. These two down-regulated genes belong to the T3SS ^31^. Construction of the T3SS apparatus is an energy-expensive process because it requires a large number of genes ^32^. Repression of the T3SS genes in response to DNA damage might allow cells to redirect energetic resources to the stress response ^33^. Regulation of this system is mediated by PrtR and PrtB ^34^, but these two genes were not differentially expressed in PaeAG1 after CIP exposure.

Although in other similar studies in *P. aeruginosa* PAO1 (using CIP) pyocines production was clearly induced ^35^, for PaeAG1 no specific pyocines were detected to be regulated. However, regulators including gene *PrtN* and neighbor genes of the same operon (PA0613 and PA0615) were up regulated, showing possible modulation of pyocines pathways in other levels.

Other representative virulence factors including LasA and LasB proteases, and hcnB toxin were found up-regulated with CIP, suggesting an increased capacity of *P. aeruginosa* to conquer environments in response to the stress state ^36^. LasA and LasB, jointly with exotoxin A and multiple proteases, are secreted by a type II secretion system or T2SS ^31^. Activity of T2SS is suggested although no specific gene of this system were identified as DEGs. Stress conditions can also up-regulate genes associated with iron homeostasis ^36,37^, including siderophores (such as pyoverdin and pyochelin) production to face iron limited environments ^31^. In PaeAG1 only one gene was found differentially expressed, the pyochelin *pchA* (up-regulated). Also, alginate biosynthesis has been associated with the response to oxidative and osmotic stress in *Pseudomonas* group ^38^, however in our case no DEGs were identified.

Altogether, the transcriptomic analysis in PaeAG1 indicate that CIP exposure can regulate key elements of the survival and pathogenesis of *P. aeruginosa.* Further analysis are required to detail the specific mechanisms and to eventually modulate the phenotypes and cell fate.

**References**

1. Coggan, K. A. & Wolfgang, M. C. Global regulatory pathways and cross-talk control pseudomonas aeruginosa environmental lifestyle and virulence phenotype. *Curr. Issues Mol. Biol.* **14,** 47–70 (2012).

2. Esani, S., Chen, T., Leung, K. P. & Van Laar, T. A. Transcriptome Sequence of Antibiotic-Treated Pseudomonas aeruginosa . *Microbiol. Resour. Announc.* **8,** 1–2 (2019).

3. Bernal-Cabas, M., Ayala, J. A. & Raivio, T. L. The Cpx envelope stress response modifies peptidoglycan cross-linking via the L,D-transpeptidase LdtD and the novel protein YgaU. *J. Bacteriol.* **197,** 603–14 (2015).

4. Metzner, M., Germer, J. & Hengge, R. Multiple stress signal integration in the regulation of the complex σS-dependent csiD-ygaF-gabDTP operon in Escherichia coli. *Mol. Microbiol.* **51,** 799–811 (2003).

5. Weber, H. *et al.* Genome-wide analysis of the general stress response network in Escherichia coli: sigmaS-dependent genes, promoters, and sigma factor selectivity. *Society* **187,** 1591–1603 (2005).

6. Kojic, M. & Venturi, V. Regulation of rpoS gene expression in Pseudomonas: involvement of a TetR family regulator. *J. Bacteriol.* **183,** 3712–20 (2001).

7. Sycheva, L. V., Permina, E. A. & Gelfand, M. S. Taxon-specific regulation of the SOS response in γ-proteobacteria. *Mol. Biol.* **41,** 827–835 (2007).

8. Andersson, D. I. & Hughes, D. Microbiological effects of sublethal levels of antibiotics. *Nat. Rev. Microbiol.* **12,** 465–478 (2014).

9. Cabot, G. *et al.* Evolution of Pseudomonas aeruginosa antimicrobial resistance and fitness under low and high mutation rates. *Antimicrob. Agents Chemother.* **60,** 1767–1778 (2016).

10. Cirz, R. T., O’Neill, B. M., Hammond, J. A., Head, S. R. & Romesberg, F. E. Defining the Pseudomonas aeruginosa SOS response and its role in the global response to the antibiotic ciprofloxacin. *J. Bacteriol.* **188,** 7101–7110 (2006).

11. Kai, T. *et al.* A low concentration of azithromycin inhibits the mRNA expression of N-acyl homoserine lactone synthesis enzymes, upstream of lasI or rhlI, in Pseudomonas aeruginosa. *Pulm. Pharmacol. Ther.* **22,** 483–486 (2009).

12. Teitzel, G. M. M. *et al.* Survival and growth in the presence of elevated copper: Transcriptional profiling of copper-stressed Pseudomonas aeruginosa. *J. Bacteriol.* **188,** 7242–7256 (2006).

13. Balasubramanian, D. *et al.* The regulatory repertoire of pseudomonas aeruginosa AmpC ß-lactamase regulator AmpR includes virulence genes. *PLoS One* **7,** (2012).

14. Khaledi, A. *et al.* Transcriptome profiling of antimicrobial resistance in Pseudomonas aeruginosa. *Antimicrob. Agents Chemother.* **60,** 4722–4733 (2016).

15. Lin, J., Cheng, J., Wang, Y. & Shen, X. The Pseudomonas Quinolone Signal (PQS): Not Just for Quorum Sensing Anymore. *Front. Cell. Infect. Microbiol.* **8,** 230 (2018).

16. Tata, M. *et al.* RNAseq based transcriptional profiling of Pseudomonas aeruginosa PA14 after shortand long-term anoxic cultivation in synthetic cystic fibrosis sputum medium. *PLoS One* **11,** 1–18 (2016).

17. Oglesby, A. G. *et al.* The influence of iron on Pseudomonas aeruginosa physiology: A regulatory link between iron and quorum sensing. *J. Biol. Chem.* **283,** 15558–15567 (2008).

18. Blasdel, B. G., Chevallereau, A., Monot, M., Lavigne, R. & Debarbieux, L. Comparative transcriptomics analyses reveal the conservation of an ancestral infectious strategy in two bacteriophage genera. *ISME J.* **11,** 1988–1996 (2017).

19. Tielen, P. *et al.* Regulatory and Metabolic Networks for the Adaptation of Pseudomonas aeruginosa Biofilms to Urinary Tract-Like Conditions. *PLoS One* **8,** e71845 (2013).

20. Dong, Y.-H., Zhang, X.-F. & Zhang, L.-H. The global regulator Crc plays a multifaceted role in modulation of type III secretion system in Pseudomonas aeruginosa. *Microbiologyopen* **2,** 161–72 (2013).

21. Chang, W., Small, D. A., Toghrol, F. & Bentley, W. E. Microarray analysis of Pseudomonas aeruginosa reveals induction of pyocin genes in response to hydrogen peroxide. *BMC Genomics* **6,** 1–14 (2005).

22. De Lay, N. R. & Cronan, J. E. Gene-specific random mutagenesis of Escherichia coli in vivo: isolation of temperature-sensitive mutations in the acyl carrier protein of fatty acid synthesis. *J. Bacteriol.* **188,** 287–96 (2006).

23. Kutchma, A. J., Hoang, T. T. & Schweizer, H. P. Characterization of a Pseudomonas aeruginosa fatty acid biosynthetic gene cluster: Purification of acyl carrier protein (ACP) and malonyl-coenzyme A:ACP transacylase (FabD). *J. Bacteriol.* **181,** 5498–5504 (1999).

24. Podkovyrov, S. & Larson, T. J. Lipid biosynthetic genes and a ribosomal protein gene are cotranscribed. *FEBS Lett.* **368,** 429–31 (1995).

25. Funken, H. *et al.* Specific Association of Lectin LecB with the Surface of Pseudomonas aeruginosa: Role of Outer Membrane Protein OprF. *PLoS One* **7,** 1–8 (2012).

26. Passos da Silva, D. *et al.* The Pseudomonas aeruginosa lectin LecB binds to the exopolysaccharide Psl and stabilizes the biofilm matrix. *Nat. Commun.* **10,** 1–11 (2019).

27. Cummins, J., Reen, F. J., Baysse, C., Mooij, M. J. & O’Gara, F. Subinhibitory concentrations of the cationic antimicrobial peptide colistin induce the pseudomonas quinolone signal in Pseudomonas aeruginosa. *Microbiology* **155,** 2826–2837 (2009).

28. Thi Bach Nguyen, H. *et al.* Negative Control of RpoS Synthesis by the sRNA ReaL in Pseudomonas aeruginosa. *Front. Microbiol.* **9,** 1–10 (2018).

29. Asfahl, K. L. & Schuster, M. Additive effects of quorum sensing anti-activators on Pseudomonas aeruginosa virulence traits and transcriptome. *Front. Microbiol.* **8,** (2018).

30. Suh, S. J. *et al.* Effect of rpoS mutation on the stress response and expression of virulence factors in Pseudomonas aeruginosa. *J. Bacteriol.* **181,** 3890–3897 (1999).

31. Chatterjee, M. *et al.* Antibiotic resistance in Pseudomonas aeruginosa and alternative therapeutic options. *Int. J. Med. Microbiol.* **306,** 48–58 (2016).

32. Wu, W. & Jin, S. PtrB of Pseudomonas aeruginosa suppresses the type III secretion system under the stress of DNA damage. *J. Bacteriol.* **187,** 6058–6068 (2005).

33. Yahr, T. L. & Wolfgang, M. C. Transcriptional regulation of the Pseudomonas aeruginosa type III secretion system. *Mol. Microbiol.* **62,** 631–640 (2006).

34. Sun, Z. *et al.* PrtR homeostasis contributes to Pseudomonas aeruginosa pathogenesis and resistance against Ciprofloxacin. *Infect. Immun.* **82,** 1638–1647 (2014).

35. Brazas, M. D., Brazas, M. D., Hancock, R. E. W. & Hancock, R. E. W. Ciprofloxacin Induction of a Susceptibility Determinant in Pseudomonas aeruginosa. *Antimicrob. Agents Chemother.* **49,** 3222–3227 (2005).

36. Gonzalez, M. R. *et al.* Transcriptome analysis of Pseudomonas aeruginosa cultured in human burn wound exudates. *Front. Cell. Infect. Microbiol.* **8,** 1–14 (2018).

37. Quintana, J., Novoa-Aponte, L. & Argüello, J. M. Copper homeostasis networks in the bacterium Pseudomonas aeruginosa. *J. Biol. Chem.* **292,** 15691–15704 (2017).

38. Lovelace, A. H., Smith, A. & Kvitko, B. H. Pattern-triggered immunity alters the transcriptional regulation of virulence-associated genes and induces the sulfur starvation response in pseudomonas syringae pv. tomato DC3000. *Mol. Plant-Microbe Interact.* **31,** 750–765 (2018).

# Supplementary material for: Transcriptomic determinants of the response of ST-111 Pseudomonas aeruginosa AG1 to ciprofloxacin identified by a top-down systems biology approach
**Source:** Sci Rep. 2020 Aug 13;10:13717. doi: 10.1038/s41598-020-70581-2
**Supplement:** Supplementary file 6 — Supplementary Information 2.

**Transcriptomic determinants of the response of ST-111 *Pseudomonas aeruginosa* AG1 to ciprofloxacin identified by a top-down**

**systems biology approach**

José Arturo Molina-Mora^1^*, Diana Chinchilla-Montero^1^, Maribel Chavarría-Azofeifa^1^, Alejandro J. Ulloa-Morales^2^, Rebeca Campos-Sánchez^3^, Rodrigo Mora-Rodríguez^1^, Leming Shi^4^ & Fernando García^1^

**SUPPLEMENTARY MATERIAL LEGENDS**

**Figure S1. Supplementary experimental assays to study PaeAG1 and exposure to ciprofloxacin.** (A) The growth curve of PaeAG1 exposed to CIP (12.5 ug/mL) was estimated using a standard plate count strategy (Colony Forming Units, CFU). (B) Evaluation of phage plaque induction after initial culture, under control or treatment conditions. (C), (D) and (E) correspond to the assessment of growth and phage induction of PaeAG1 after treatment with ciprofloxacin, imipenem and tobramycin, respectively.

**Figure S2. Evaluation of transcriptomic data of PaeAG1 exposed to Ciprofloxacin.** (A) Fitted curve to the dispersion estimates for each gene, as requirement to ensure data is a good fit for the DESeq2 model. (B) Dispersion of counts before and after normalization, making samples comparable. (C) PCA analysis shows similar profile of replicates in each condition at times 0, 2.5 and 5 hours, as expected. (D) Similar results are obtained using clustering analysis of samples.

**Figure S3. Gene-gene interaction (GGI) large scale network of differentially expressed genes in PaeAG1 after 2.5 and 5 h ciprofloxacin treatment, using a database-based method for prediction of interactions.** Increment from 248 to 284 nodes (DEGs) were triggered along the time, after 2.5 (A) and 5 (B) hours after exposure to ciprofloxacin. Lack of specific information in the database for PaeAG1 explains multiple not connected elements in the graph.

**Figure S4. Definitive large scale network of DEGs showing distribution of genes by modules and logFC values, after exposition of PaeAG1 to ciprofloxacin.** (A) Definitive network showing the distribution of co-expression modules. (B) Final network showing logFC for time 5 h. Gray nodes represent genes that were differentially expressed only at time 2.5 h (i.e no logFC value is displayed at time 5 h). (C) First-stage subnetwork of hub genes, showing logFC.

**Supplementary Text. Extended discussion: Other transcriptomic determinants of PaeAG1 in response to CIP.**

**Supplementary Table S1. DEGs and annotations.**

**Supplementary Table S2. Regulators of DEGs.**

**Supplementary_Script_1_RNASeq_QC_alignment**

**Supplementary_Script_2_Differential_expression_analysis**

**Supplementary_Script_3_co-expression analysis**

How the deposited data were processed for this re-analysis (not part of the article)

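Gene expression was measured by RNA-Seq in 9 libraries of Pseudomonas aeruginosa AG1, 9 aliquots of 3 independent cultures with 3 replicates for each of 0, 2.5 and 5 h after the addition of 12.5 µg/mL of CIP, with the 0 h aliquot taken immediately after the addition. The deposited files hold a table of counts, a table of normalized counts and the annotation of the PaeAG1 genome of 7190208 bases with its sequence. The paper's Table S1 was used for the co-expression modules and the labels of phage, virulence factor and antibiotic resistance genes. The growth curves, the MIC tests, the plaque assays and the protein network were not analysed here.

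The authors trimmed the reads with Trimmomatic 0.38, checked them with FastQC 0.11.7, filtered rRNA reads with BBDuk, and mapped the rest to the PaeAG1 genome with EDGE-pro and Bowtie2, leaving out multialigned reads. They joined the output of EDGE-pro into a table with edgeToDeseq.perl and divided it by size factors of DESeq2 1.26.0. The unit of both deposited tables is taken here as a signal, a rounded and length-normalized level akin to mean coverage on a linear scale, and not as numbers of reads. The reasons are the sums per library, the slope of values on coding length between neighbouring genes of a strand, and the spread of replicates. For genes with values of 10 to 30, the mean chi-square per gene was 0.154 to 1.58 between replicates and under 1 in 7 of 9 pairs, where sampling of reads gives 1. It was 0.679 to 5.45 for values of 30 to 100 and 5.10 to 50.0 for values over 100. Replicates can differ beyond sampling, so a chi-square over 1 does not bear on the unit, and only those under 1 count as a reason. The paper states the sequencing output, but the number of reads per gene cannot be read from these values, so no intervals from counting were computed, and the precision given is the spread of 3 libraries and the rounding to whole numbers. Among the tested genes, 2333 had a mean normalized value under 2. For the same reason the models for read counts, TMM scaling and a filter on counts were not used.

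Table positions were matched to annotated genes by their start, or by the base after an overlap with the gene before (1074 of 6708 positions), and 1 further gene was taken from the normalized table. The annotation has 6620 coding genes, of which 3198 were matched to names of P. aeruginosa PAO1 by the RefSeq accession of the protein. Size factors were recomputed as medians of ratios and equal the authors' constants. Genes whose deposited values sum to more than 1 were tested, 5677 in all. Values were transformed as log2 of the normalized value plus 1, and the log2 fold change (logFC) is the difference between group means on this scale. limma 3.58.1 in R 4.3.3 fitted the 3 times in 1 model with moderated variances and a mean trend, with 17.4 residual and prior degrees of freedom together, and tested 2.5 h against 0 h, 5 h against 0 h, 5 h against 2.5 h, and any difference between the times by an F test. Adjusted p are Benjamini-Hochberg values over the genes tested, and DEGs have an adjusted p under 0.05 and a logFC beyond 1 in either direction, the thresholds of the paper. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

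Gene lists, 30 in all, the rule for named genes, the alternatives and the windows for binding sites were fixed before the data were examined, except that Table S1 of the paper, with values of its DEGs per library, had been seen when the rule was written. The lists cover the SOS regulon, DNA repair and topology, ribosomal proteins, transcription and translation factors, the TCA cycle, fatty acid synthesis, ATP synthase and NADH dehydrogenase I, phenazine synthesis, flagella, type IV pili, type III secretion, chaperones and heat shock, quorum sensing regulators, quorum sensing exoproducts, arginine deiminase and anaerobic respiration, terminal oxidases, branched-chain amino acid degradation, tyrosine degradation, ketone body metabolism, stationary phase and osmotic stress, oxidative stress, beta-lactamases, Mex efflux pumps, iron uptake, cell division, glyoxylate, propionate and betaine catabolism, and the 4 prophage blocks. Each list was tested with camera of limma, with a preset correlation of 0.01 between genes and with an estimated one, and with fry, and adjusted over the 30 lists. Named genes are, per comparison with 0 h, the 10 largest rises and the 10 largest falls among DEGs with a mean normalized value of at least 10 whose later libraries all lie on one side of all 0 h libraries. To these were added the genes that the paper names, the 3 lowest adjusted p of each list, and the largest rise and the outermost genes of the JBD44 block. The genes PaeAG1_03446 to PaeAG1_03452, the 7 DEGs with the RpoS sequence and the sub-blocks of the prophages were singled out after their values were seen.

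Module medians were taken over genes after centring log2 values per gene and were compared with two-sided exact permutation tests, which for 3 against 3 libraries cannot give a p under 0.1. LexA sites were searched as CTG-N10-CAG on either strand with at most 3 mismatches at the 10 inner bases within 200 bases before a gene, and RpoS sites as CTATACT within 150 bases. Overlaps of the DEG lists were set against 100 simulations of 3 unchanged groups, in which the simulated 0 h group served both comparisons. All 9 libraries were drawn, those of 0 h included, with noise independent for each gene. The fit was tested on simulated data with 200 changed genes at 5 h. It recovered 96% of changes of 1.5 and 100% of changes of 3 on the log2 scale for genes with a mean of at least 10, with 1 false call. For genes with a mean of at least 1 and under 10 it recovered 92% and 93%, with 5 false calls. No gene with a mean under 1 was simulated as changed, so recovery there is not known. The set test, camera with the preset correlation of 0.01, recovered the raised list and none of the 29 others. Noise was drawn independently for each gene in these simulations. They therefore cannot show how the preset holds for real lists, whose estimated correlations ran from -0.05 (beta-lactamases) to 0.71 (pyocin and phiCTX block).

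The alternatives tried were library total, upper quartile and no scaling, the authors' normalized values, no filter beyond genes at 0 in all libraries, a mean of at least 10, pseudocounts of 0.5 and 5, a test against a minimum fold change of 2, the adjusted p alone, a model with the replicate number as block, a fit of only the 2 times compared, camera with an estimated correlation, fry, the first principal component of modules, other windows and mismatches for sites, and each library left out in turn.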

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

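The 2 tests on the JBD44 block below were chosen after the result was seen, and the tests of the time pattern of phenazine and quorum sensing genes were not, although joining these 2 lists was.

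The effects at 2.5 and 5 h differ for some genes, by the direct test between the 2 times in limma: 61 genes were higher and 27 lower at 5 h. Among them are 15 phenazine genes and 10 quorum sensing exoproduct genes that were higher at 5 h, and lecB with a logFC of 1.99. They also include the 6 genes that rose at 2.5 h and fell at 5 h, of which PaeAG1_03446 had a logFC of -4.42 and PaeAG1_03452 of -4.72 between the times.

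Together, 25 of the 28 phenazine and quorum sensing exoproduct genes were higher at 5 h than at 2.5 h. A single library does not carry this, since the lowest number with 1 of the 6 libraries left out was 21, without 5 h replicate 3. The number was 10 with a pseudocount of 5, 1 without scaling (where the medians of the 2 lists between the times were 1.67 and 1.23), and 2 of the 2 genes measured among those with a mean of at least 10. Whether the rise comes with CIP or with the age of the culture cannot be told apart, since no culture without CIP was sequenced at that age and the 25 genes would be counted in either case.

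The JBD44 block rose at 5 h by a median logFC of 1.30. A scaling error would shift all genes of a library alike. Among genes with a mean of at least 10, the 68 of the block had a median of 1.40, and the highest median of any run of 68 such genes elsewhere was 0.48, which is 0.92 lower and argues against scaling between libraries as the whole cause. DNA of the excised phage carried over into the libraries would add a similar amount to each gene. The increase in value had a 75th percentile of 70.3, 2.81 times its 25th of 25.0, over 71 genes. This is within the limit of 3 set for that explanation. The limit was set after the result was seen, and a common fold over genes with unlike 0 h values could also stay within it. The ratio therefore cannot separate such DNA from an induction of transcription, and no conclusion is drawn from it. The extremes of the increase were -10.9 for PaeAG1_03647 and 2991 for PaeAG1_03620, which an even addition would not give.

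The paper does not discuss some genes with large changes from 0 to 5 h, and these 5 were picked after their values were seen among the named genes. gcdH had a logFC of 4.05, ibpA of 3.65 and dhcB of 3.35, while betB had -4.24 and capB -2.29. All 5 were DEGs at both times, and each kept its calls against 0 h under every alternative in scaling, filter, pseudocount, model or libraries left out, while the test against a minimum fold was followed only in counts.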

How the results depend on the processing

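DEG counts changed most without any scaling, with a filter on the mean value, and with other pseudocounts or thresholds. Library total and upper quartile scaling, the authors' normalized values, no filter, the fit of only the 2 times compared and the replicate block (359 and 315, 420 and 331, 58 and 29) left the counts of DEGs within 1.5 times. The paper took its 9 aliquots from 3 cultures but does not say that the replicate numbers mark the cultures. Correlations of deviations from the group means between libraries of the same number ran from -0.53 to 0.48, above 0.1 in 3 of 9 pairs, and each 0 h library correlated best with its own number at 2.5 h but only replicate 2 did at 5 h, so the block was not taken as the main fit. No call of a named gene changed with it. On the adjusted p alone, which drops the limit on fold, 1042 and 895 genes were up and down at 2.5 h, 1018 and 994 at 5 h, 119 and 67 at 5 against 2.5 h, and 755 and 690 at both times, with 69 JBD44 genes at 2.5 h, 14 and 21 F10, 15 and 22 JDO24 and 18 and 8 pyocin block genes at the 2 times. Without scaling these numbers were 43 and 75, 71 and 186, 2 and 8, and 29 and 72, with 176 genes changed at any time, 1 and 2 JBD44 genes, 0 and 0 in each of F10, JDO24 and the pyocin block, and 1 and 4 hub genes. Unscaled values keep the differences in level between libraries of a time, whose size factors were 1.95, 1.07 and 0.819 at 0 h. The SE grew, as for rpoH at 2.5 h from 0.201 to 0.330, and no further cause was tested. Among genes with a mean of at least 10, where fewer genes are tested, they were 175 and 141, 198 and 161, 19 higher at 5 than at 2.5 h, and 131 and 111, with 784 at any time, 0 and 7 F10 genes and 2 pyocin block genes at 2.5 h. A pseudocount of 0.5 gave 539 genes up and 4 F10 genes at 2.5 h. A pseudocount of 5, which shrinks changes of low values, gave 153 and 123, 188 and 139, 16 and 17, and 96 and 94, with 20 JBD44 genes at 2.5 h, 0 and 4 F10, 2 and 5 JDO24 and 1 and 1 pyocin block genes, 7 hub genes at 2.5 h, and turquoise differences of 0.62 and 0.97. The stricter test against a fold of 2 gave 54 and 40, 114 and 59, 8 and 7, and 35 and 34, with 1 and 29 JBD44, 0 and 2 F10, 0 and 3 JDO24 and 0 and 1 pyocin block genes and 1 and 4 hub genes. Of block genes that are not DEGs of the paper, 0 and 3 JBD44, 0 and 3 F10, 1 and 2 JDO24 and 2 and 0 pyocin block genes were up. camera with an estimated correlation called 0 lists, against 12 up and 10 down at 2.5 h and 13 and 10 at 5 h. fry, which compares no list with other genes, called 13 up and 12 down at 2.5 h and 14 and 12 at 5 h. It added the SOS regulon (up) and cell division (down) at both times, β-lactamases (down) at 2.5 h and DNA repair (down) at 5 h. Module differences by the first principal component were 1.29 and 2.06 for turquoise, 1.68 and 1.30 for blue, 1.53 and 1.59 for brown, and -1.67 and -1.63 for yellow, and the cause was not tested. For LexA, 100 bases gave 11 genes and 0 DEGs and 300 bases gave 5 DEGs, as fewer or more bases are searched. In the same 200 bases, the stricter limit of 2 mismatches gave 7 genes and 1 DEG. With 1 library left out, 316 to 405 genes were up and 247 to 417 down at 2.5 h, 390 to 570 and 294 to 433 at 5 h, 45 to 81 and 17 to 43 at 5 against 2.5 h (17 without 5 h replicate 1, 43 without 5 h replicate 3), and 215 to 294 and 182 to 311 at both times, with 1615 to 2282 at any time. JBD44 had 15 to 40 genes at 2.5 h (15 without 0 h replicate 3) and 62 to 69 at 5 h, F10 1 to 2 (2 without 2.5 h replicate 2) and 9 to 15, JDO24 3 to 5 (3 without 0 h replicate 3) and 7 to 12, the pyocin block 2 to 7 (2 without 0 h replicate 3, 7 without 0 h replicate 2) and 2 to 5 (5 without 0 h replicate 2), and hubs 8 to 12 and 11 to 13. The lists up and down were 11 to 12 and 8 to 12 at 2.5 h, and 13 to 13 and 8 to 10 at 5 h. Of 254 comparisons of named genes that passed, none reversed under any alternative, and 163 no longer passed without scaling, 73 with a pseudocount of 5, 5 with library total scaling, 2 with only the 2 times compared, 1 with upper quartile scaling and 1 to 22 with a library left out (22 without 0 h replicate 3). Among genes with a mean of at least 10, 186 of the 254 were tested and none was lost, and single genes were not followed in the test against a minimum fold. TMM scaling, the filter on counts and the 2 models for read counts were not run, as the values are not numbers of reads. Rounding limits genes with low values, and the values do not give the number of reads behind each gene.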

Differences from the paper's values

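At the paper's thresholds, the DEGs here numbered 676 at 2.5 h against the paper's 355, 753 at 5 h against the paper's 438, 483 at both times against the paper's 275 and 946 at either time against the paper's 518. Up-regulated genes were 359 against the paper's 204 at 2.5 h, 420 against the paper's 248 at 5 h, 253 against the paper's 153 at both times and 526 against the paper's 299 at either time. Down-regulated genes were 317 against the paper's 151 at 2.5 h, 333 against the paper's 190 at 5 h, 224 against the paper's 118 at both times and 426 against the paper's 223 at either time. Of the alternatives set before the data were examined, a mean of at least 10 came within 1.5 times of the paper for all 12 counts (316, 359, 245 and 430, then 175, 198, 131 and 242, then 141, 161, 111 and 191). A pseudocount of 5 did so for 11 (276, 327, 192 and 411, then 153, 188 and 245, then 123, 139, 94 and 168) and not for genes up-regulated at both times (96). Library total scaling did so for genes up-regulated at 2.5 h (304) and at both times (214), no scaling for genes down-regulated at 5 h (186) and at either time (189), and leaving out 0 h replicate 3 for genes up-regulated at both times (215). All other alternatives differ for these counts, as do these 3 settings for the counts not named. Of the paper's own DEGs, 347 of 355 and 409 of 438 were DEGs in the same direction here, none in the opposite one, and the other 8 and 29 missed on fold. Of these, 7 and 24 have a log2 ratio of plain mean values beyond 1, the scale of the paper. The paper called its DEGs with DESeq2, while limma on log2 values was used here. At 2.5 and 5 h, 329 and 344 DEGs here are not DEGs of the paper at that time, and 300 and 328 of them had a mean under 10. The mean of 176 and 241 of them was under the lowest mean of any DEG of the paper at that time.

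The sequence CTATACT was found before 31 genes, where the paper gives 49 sites. With a window of 300 bases it was found before 34, which comes within 1.5 times of the paper, while 22 with 100 bases does not. The paper does not state its window. It names the motif search tool FIMO and counts sites, while genes with an exact match on the coding strand were counted here, so the numbers are unlike measures. In the phiCTX region 5 genes were DEGs against the paper's 3. A mean of at least 10 (2), leaving out 0 h replicate 3 (3) and leaving out 2.5 h replicate 3 (4) come within 1.5 times of the paper, and the other alternatives do not.

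The paper finds no DEG among the genes with an RpoS site. Here 7 were DEGs, and 3 of those with the sequence are DEGs of the paper's own Table S1. The paper reports a LexA site before psrA, and none was found here within 200 bases at 2, 3 or 4 mismatches or within 100 bases at 3, while 1 was found within 300 bases at 3. The paper counts rpoH among the transcription factors at 2.5 h, and its logFC here was 0.99, while it passed with a pseudocount of 0.5 (1.00) and without 0 h replicate 2 (1.03), 0 h replicate 3 (1.07), 2.5 h replicate 2 (1.04), 2.5 h replicate 3 (1.02) or 5 h replicate 1 (1.00), and on the adjusted p alone. As a plain ratio of mean values its log2 value was 1.01. The paper lists ptrB as a DEG at 5 h, and its logFC here was 0.80 with an adjusted p of 0.0039, or 0.97 as a plain ratio. It passed on the adjusted p alone and under no other alternative. In its discussion the paper calls rpmF up-regulated, while its Table 4 and supplement have it lower, and here it had -1.01 and -1.19. The supplement describes oprF as up-regulated, and here it had -0.42 and -0.85. Table 4 names PaeAG1_01864 as acpP (PA2966), while the annotation places it with PA3334, and the annotated acpP, PaeAG1_02254, had -0.70 and -1.44. Table S1 sets F10 genes under phiCTX. Table 2 has 1 antimicrobial activity gene at 2.5 h where 6 of the 6 passed here, and 2 antibiotic resistance genes at 5 h where 3 of 3 passed. The log2 values of Table 4 are on the scale of plain ratios, on which all 28 lie within 0.10 of those computed here.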

Other observations

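Of the tests in this part, none was chosen after its result was seen, but the sub-blocks of the prophages were.

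The arginine deiminase gene arcA went from 99.4 ± 52.1 at 0 h to 15.2 ± 0.209 at 2.5 h and 25.0 ± 2.18 at 5 h (n = 3 each), a fall by 2.50 on the log2 scale at 2.5 h (SE 0.273, adjusted p = 3.7e-06 from limma), and arcC, of carbamate kinase, fell by 2.33 and 2.00. Of 25 genes of arginine deiminase and anaerobic respiration, 9 and then 8 fell and none rose (9 and 8 when adjusted over the list alone), with medians of -0.66 and -0.66 and camera adjusted p of 4.0e-06 and 2.8e-05 (adjusted p = 0.22 and 0.27 with an estimated correlation). The terminal oxidase genes split. coxA and coxB, of the aa3-type oxidase, had logFC of 1.85 and 1.95 at 2.5 h and 1.67 and 1.59 at 5 h, while ccoP2, of a cbb3-type oxidase, had -1.22 and -1.31. Of 14 such genes 3 rose and 3 fell at 2.5 h and 3 rose and 1 fell at 5 h (the same when adjusted over the list alone), with medians of -0.77 and -0.63 and camera adjusted p of 0.096 and 0.31. Without scaling, 2 and 3 genes of the anaerobic list fell, with medians of -0.97 and -0.98. Without 0 h replicate 1, 0 h replicate 2, 0 h replicate 3 or 5 h replicate 1, 4, 5, 13 and 5 fell at 5 h. The oxidase genes that fell at 2.5 h were 1, 1, 8 and 5 without 0 h replicates 1, 2 and 3 and without 2.5 h replicate 3, and 5 at 5 h without 0 h replicate 3.

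Other basic functions had no DEG in limma. None of 22 genes of ATP synthase and NADH dehydrogenase I passed (medians -0.22 and -0.22, camera adjusted p 0.093 and 0.14), while 3 and 1 had an adjusted p under 0.05 with a logFC inside the limit and 4 and 3 an unadjusted p under 0.05. None of 8 oxidative stress genes, such as the catalase gene katA (logFC -0.35 and -0.31), passed, and 1 and 0 had an unadjusted p under 0.05. Their medians were 0.14, which became -0.10 without scaling, and -0.09, with camera adjusted p of 0.83 and 0.47. None of 13 cell division and shape genes passed, while 5 at each time had an adjusted p under 0.05 with a logFC inside the limit and 6 and 5 an unadjusted p under 0.05, with medians of -0.30 and -0.26 and camera adjusted p of 0.3 and 0.13, while fry gave an adjusted p of 0.015 and 6.1e-04, both downward. Among them ftsZ had -0.57 and -0.87, and mreB -0.99 and -0.82. All of these counts were also 0 when adjusted over each list alone.

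The medians of parts of the prophages, which were not tested against each other, are as follows. In JBD44, the 30 genes from PaeAG1_03600 to PaeAG1_03630 had median logFC of 1.03 and 1.81 at 2.5 and 5 h, the 15 from PaeAG1_03631 to PaeAG1_03646 1.20 and 1.31, and the 25 from PaeAG1_03648 to PaeAG1_03672 0.82 and 1.15. The 11 genes from PaeAG1_03588 to PaeAG1_03599 had 0.12 and 0.82. In F10, the 17 genes from PaeAG1_00894 to PaeAG1_00910 had 0.66 and 1.14, and the 26 from PaeAG1_00911 to PaeAG1_00940 had -0.35 and 0.39 and all had a higher mean at 5 h than at 2.5 h.

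DEGs with a mean value under 10 numbered 360 at 2.5 h and 394 at 5 h. If rounding that falls at random from gene to gene made these calls, their direction should not follow the next gene on the strand. At 5 h, 97.4% of 272 such pairs (95% interval 94.8% to 98.7%) had the same sign, against 79.2% of 1777 tested pairs. Pairs of 2 called genes enter from each side, so the pairs are not independent. For called genes with a mean of at least 10 the share was 98.8% of 329 pairs. The values argue against rounding at random between genes as the source. Rounding steps that differ between libraries can move low-valued neighbours alike, which this test cannot exclude.

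With the 9 libraries grouped in 100 of the 280 ways into 3 groups of 3, the F test called 2143 genes for the real grouping and at most 1623 for another. The 9 aliquots come from 3 cultures and are not freely exchangeable, so the share of 1 in 100 is not an exact p. The groupings with over 1500 calls were those that keep the 0 h libraries together, and the rest called at most 36. The number of calls thus follows mainly whether the 0 h libraries are set apart. For the comparisons of 2 times there are only 10 splits, too few for a share under 0.05. The real split, 1 of the 10, called 676 genes at 2.5 h against at most 0 in the others, 753 at 5 h against 0, and 88 between 5 and 2.5 h against 1.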
